# Identification of cold-inducible microRNAs in grapevine

**DOI:** 10.3389/fpls.2015.00595

**Published:** 2015-08-04

**Authors:** Xiaoming Sun, Gaotao Fan, Lingye Su, Wanjun Wang, Zhenchang Liang, Shaohua Li, Haiping Xin

**Keywords:** *Vitis vinifera*, microRNA, cold-inducible, abiotic stress, Solexa

## Abstract

Low temperature is one of the most important environmental factors that limits the geographical distribution and productivity of grapevine. However, the molecular mechanisms on how grapevine responds to cold stress remains to be elucidated. MicroRNAs (miRNAs) are a class of endogenous small non-coding RNAs that play an essential role during plant development and stress responses. Although miRNAs and their targets have been identified in several *Vitis* species, their participation during cold accumulation in grapevine remains unknown. In this study, two small RNA libraries were generated from micropropagated ‘Muscat Hamburg’ (*V. vinifera*) plantlets under normal and low temperatures (4°C). A total of 163 known miRNAs and 67 putative novel miRNAs were detected from two small RNA libraries by Solexa sequencing. Forty-four cold-inducible miRNAs were identified through differentially expressed miRNAs (DEMs) analysis; among which, 13 belonged to upregulated DEMs while 31 belonged downregulated DEMs. The expression patterns of the 13 DEMs were verified by real-time RT-PCR analysis. The prediction of the target genes for DEMs indicated that miRNA may regulate transcription factors, including AP2, SBP, MYB, bHLH, GRAS, and bZIP under cold stress. The 5′-RLM RACE were conducted to verify the cleavage site of predicted targets. Seven predicted target genes for four known and three novel vvi-miRNAs showed specific cleavage sites corresponding to their miRNA complementary sequences. The expression pattern of these seven target genes revealed negative correlation with the expression level of the corresponding vvi-miRNAs. Our results indicated that a diverse set of miRNAs in *V. vinifera* are cold-inducible and may play an important role in cold stress response.

## Introduction

MicroRNAs (miRNAs) are a class of endogenous small non-coding RNAs (~21 nt in length) that regulate gene expression at the post-transcriptional level by targeting messenger RNAs (mRNA) for cleavage or translational repression (Chen, 2004; Jones-Rhoades et al., 2006; Mallory and Vaucheret, 2006). MiRNAs have been initially identified in *Caenorhabditis elegans* as genes required for temporal control of developmental events (Lee et al., 1993). Since their identification, thousands of miRNAs have been identified in a broad range of mammals, as well as in plants and viruses. The functions of these miRNAs range from maintaining genome stability, developmental patterning, and response to environmental stimuli in defense against viruses and bacteria in eukaryotes (Ramachandran and Chen, 2008).

Given its fundamental roles, plant miRNA was first identified in *Arabidopsis thaliana* by different research groups (Llave et al., 2002; Park et al., 2002; Reinhart et al., 2002) and later in other species. Currently, miRNAs have been reported in 72 plant species; all their sequences have been deposited in the miRBase database (Kozomara and Griffiths-Jones, 2014) (http://www.mirbase.org/). Functional analysis of miRNAs have indicated its critical roles in regulating various metabolism and biological processes, including growth development (Yang et al., 2007; Lelandais-Brière et al., 2010), phytohormone signaling (Liu and Chen, 2009), and flowering and sex determination (Chuck et al., 2009). Furthermore, increasing evidence has shown that plant miRNAs are extensively involved in biotic and abiotic stresses responses (Phillips et al., 2007; Shukla et al., 2008; Katiyar-Agarwal and Jin, 2010; Barrera-Figueroa et al., 2012). For example, miR395 could be induced by sulfate starvation and targets the ATP sulfurylase genes (*APS1, APS3*, and *APS4*) to regulate sulfate metabolism (Jones-Rhoades and Bartel, 2004). Sunkar and Zhu (2004) reported that miR393, miR397b, and miR402 from *Arabidopsis* are upregulated by cold temperature, dehydration, high salinity, and abscisic acid (ABA); whereas miR389a is downregulated under the same stresses. However, miR319c appeared to be only induced by cold temperature (Sunkar and Zhu, 2004). The expression of miR319 in sugarcane is also upregulated during cold stress (Thiebaut et al., 2012). Overexpression of Osa-miR319 could lead to enhanced cold tolerance in rice (Yang et al., 2013).

Grapevine (*Vitis vinifera* L.) is one of the most important and widely cultivated fruit crops in the world; its whole genomic sequence was released in 2007 (Jaillon et al., 2007). Low temperature is one of the important environmental factors that negatively affect grapevine productivity and quality. To address this issue, the genetic mechanisms of cold accumulation in grapevine have been widely studied. However, the miRNA-based regulatory mechanisms under low temperature remain largely unknown. Grapevine miRNAs, including 13 conserved and 5 non-conserved miRNAs, were first isolated from mixed-stage grape berries of *V. vinifera* cv. Nebbiolo (Carra et al., 2009). Many of these miRNAs are differentially expressed in different tissues and during fruit ripening in grapevine (Mica et al., 2010). Pantaleo et al. (2010) found 21 new grapevine-specific miRNAs and 21 other plausible miRNAs in four tissues of *V. vinifera* cv. Pinot Noir (ENTAV115). Many of the previously known miRNAs showed tissue-specific expression patterns. Wang et al. (2011a,b, 2012) also identified miRNAs in different tissues (young leaves, large leaves, stems, tendrils, inflorescences, flowers, and young berries) of *V. vinifera* cv. Summer Black and *V. amurensis*, and predicted their target genes to investigate their functions. To date, 186 grapevine miRNAs have been deposited into the miRBase 21 (June 2014) (Kozomara and Griffiths-Jones, 2014).

In this study, we report the identification of known and putative novel miRNAs that may participate in cold signal transduction in grapevine. Two small RNA libraries were generated from normal and low temperature-treated micropropagated plantlets of ‘Muscat Hamburg’ (*V. vinifera*). Based on deep sequencing technology and published grape genome sequences (Jaillon et al., 2007), a whole-genome-wide identification of cold-stress related miRNAs was performed. Real-time RT-PCR was used to verify the expression pattern of cold-inducible miRNAs and its putative targets, which would help illustrate the roles of miRNAs during cold stress response in grapevine.

## Materials and methods

### Plant materials

Micropropagated ‘Muscat Hamburg’ (*V. vinifera*) plantlets were grown on 1/2 B5 medium with 30 g L^−1^ of sucrose in a growth chamber at 26°C. The average photosynthetic photon flux (PPF) was 100 μmol m^−2^ s^−1^ with a 16 h light and 8 h dark cycle. At the age of 6 weeks, plantlets used for cold treatment were transferred to another growth chamber under the same conditions, except for temperature (4°C). The shoot apex with one well developed leaf was collected at 0, 2, 4, 8, 24, and 48 h after cold treatment. Three plantlets per condition and time points were pooled together; for next generation sequencing analysis only 1 replicate and 2 time point (0 and 4 h) were considered, while for real time PCR analysis, 3 biological replicates (for a total of 9 plantlets) and 6 time points were sampled. After the collection, all samples were immediately frozen in liquid nitrogen and stored at −70°C.

### Small RNA libraries construction and Solexa sequencing

Total RNA was extracted from collected samples using Column Plant RNAOUT 2.0 kit (Tiandz, Beijing, China), following the instructions of the manufacturer. RNA concentration and quality were detected using Agilent 2100 Bioanalyzer. Two small RNA libraries of *V. vinifera* were generated and sequenced using Illumina Hiseq 2000 with 50 bp read length. Multiplexing was applied during sequencing. Libraries were constructed according to the TruSeq® Small RNA Sample Preparation Guide kit (Illumina, USA). Briefly, total RNA was purified by electrophoretic separation on a 15% TBE urea denaturing polyacrylamide gel electrophoresis (PAGE) gel and small RNA regions corresponding to the 18–30 nt bands in the marker lane were excised and recovered. Then the 18–30 nt small RNAs were ligated to a 5′-adaptor and a 3′-adaptor sequentially by T4 RNA ligase. The adapter-ligated small RNAs were subsequently transcribed into cDNA by SuperScript III Reverse Transcriptase (Invitrogen, USA) and then PCR-amplified for 17 cycles using the adaptor primers. The PCR products were purified for high-throughput sequencing. The sequencing was performed by Beijing Genomics Institute (BGI, Shenzhen, Guangdong, China). All small RNA sequence data generated by deep sequencing of the two small libraries have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE68970.

### Identification of known and novel miRNAs

Clean reads were obtained by discarding read lengths shorter than 18 nt or longer than 30 nt, while removing the adaptors, low quality tags, and contaminants from the raw reads. The read length distributions of unique and total reads were summarized. Small RNA tags were mapped to the *V. vinifera* cv. Pinot Noir (PN40024) genomes using the SOAP2 program. The program was performed using the following parameters: soap -v 0 -r 2 -M 0 -a clean.fa -D ref_genome.fa.index -o match_genome.soap. The matched sequences were then queried against snRNAs, snoRNAs, scRNAs, rRNAs, and tRNAs from NCBI Genbank database (http://www.ncbi.nlm.nih.gov/blast/Blast.cgi) and Rfam database (http://www.sanger.ac.uk/Software/Rfam) by Blastn search with the parameters, blastall -p blastn -F F -e 0.01. Any small RNAs having exact matches to these sequences were excluded from further analyses. The sequences of precursor miRNAs were downloaded from the miRBase 21 (http://www.mirbase.org/) and aligned with unique miRNA sequences using Blastn, with the parameters, blastall-p blastn-F F -e 0.01. Sequences were considered as known miRNAs in *V. vinifera* with a maximum of two mismatches. No abundance filters were set during known miRNA screening. The secondary structures of the obtained miRNA sequences were confirmed using the online software mfold (http://www.bioinfo.rpi.edu/applications/mfold/). The remaining unknown sRNAs were analyzed, and novel miRNAs were predicted using Mireap (https://sourceforge.net/projects/mireap/). The novel miRNAs were identified according to the previously reported criteria (Ambros et al., 2003; Meyers et al., 2008). Breifly, a novel miRNA would be reported if the following criteria were met: (1) miRNA sequence length is 18–25; (2) miRNA reference sequence length is 20–23; (3) Maximal copy number of miRNAs on reference is 20; (4) Maximal free energy allowed for a miRNA precursor is -18 kcal/mol; (5) Maximal space between miRNA and miRNA^*^ is 30 nts; (6) Minimal base pairs of miRNA and miRNA^*^ is 16; (7) Maximal bulge of miRNA and miRNA^*^ is 4; (8) Maximal asymmetry of miRNA/miRNA^*^ duplex is 4; (9) Flank sequence length of miRNA precursor is 20 nts; (10) More than 50 reads are mapping on the precursor in one of the two libraries.

### Differentially expressed miRNAs analysis

Differently expressed miRNAs (DEMs) were calculated according to our previous publication (Xin et al., 2013). Transcripts per million (TPM) reads were used to evaluate the relative expression levels of each miRNA in two small RNA libraries. If the read count of a given miRNA was zero, the TPM was modified to 0.01 for further analysis; if the miRNA TPM of two libraries was < 10, on account of low expression, the miRNA was neglected in the analysis of differential expression. The fold-change between the CT and NCT libraries was calculated using the following equation: Fold-change = log_2_ (CT/NCT). The miRNAs with fold-changes >1 or <-1 and *p-values* ≤0.001 were considered upregulated or downregulated in response to cold stress, respectively. The *p-value* was calculated according to the previously established methods (Man et al., 2000).

### Identification and functional annotation of the target genes

Target predictions were performed based on the criteria described by Allen et al. (2007) and Schwab et al. (2005), using the psRNATarget server (http://plantgrn.noble.org/psRNATarget/) (Dai and Zhao, 2011) and default parameters. Published researches (Baek et al., 2008; Reczko et al., 2012; Hausser et al., 2013) revealed that miRNAs were able to bind both the coding sequence (CDs) and the untranslated regions (UTRs) of a transcript, regulating the expressions of the targets. We scanned the *V. vinifera* transcript library released by the Wine grape genomic sequencing project (http://genomes.cribi.unipd.it/DATA/) to identify the putative homolog genes and the functions of the potential targets. GO analysis was conducted using the AgriGO database (http://bioinfo.cau.edu.cn/agriGO/) (Du et al., 2010); the result is shown in **Figure 3**.

### Detection and analysis the expression pattern of cold-inducible miRNAs

Total RNA was extracted from grape plantlet leaves subjected to cold stress at 4°C for 0, 2, 4, 8, 24, and 48 h using the Column Plant RNAOUT 2.0 kit (Tiandz, Beijing, China). RNase-free DNase I (Promega, USA) was used to degrade any DNA present in the extracted RNA. Poly(A)-tailed real-time RT-PCR was performed using the SYBR PrimeScript miRNA RT-PCR Kit (TaKaRa, Dalian, China), according to the instructions of the manufacturer. The miRNA PrimeScript RT Enzyme Mix [poly(A) polymerase and PrimeScript RTase included] was used in adding poly(A)-tailed and reverse transcription using a universal adapter primer (oligo-dT and uni-miR qPCR primer binding sits included). Approximately 1 μg of total RNA was used in a 20 μL reaction system. The mix was incubated at 37°C for 60 min, then at 85°C for 30 s.

Amplification of the miRNAs with poly(A) tails was performed using gene-specific primers (Table S8) and the uni-miR qPCR primer, which was included in the kit. Poly (A)-tailed real-time RT-PCR was carried out in an ABI SteopOneplus™ Real-Time PCR system (Applied Biosystems) using FastStart Universal SYBR Green Master (Roche, Shanghai, China). Each reaction was replicated three times for each biological sample, using a total of three biological replicates. The 5S rRNA was used as an internal control (Wang et al., 2011b), and the sample without template was used as a negative control. The Ct values and real-time PCR efficiencies were obtained using LinRegPCR version 2015.1 (Ruijter et al., 2009), and the relative expression and standard errors for each sample were calculated using Biogazelle qbasePLUS (Hellemans et al., 2007).

### Verification of the miRNAs cleavage site by 5′ RLM-RACE

Total RNA was isolated from cold-treated shoot apex for 4 h, using the approach mentioned above. The 5′ RLM-RACE was performed using GeneRacer™ Kit (Invitrogen, USA), according to the instructions of the manufacturer. Gene-specific reverse primers and gene-specific reverse nested primers were designed from the predicted targets and used in combination with the 5′ adapter primers (GeneRacer™ 5′ Primer, GeneRacer™ 5′ Nested Primer) to amplify the cleaved transcripts. The PCR products were detected by agarose gel electrophoresis. The target fragments were cloned into pGEM-T Easy vectors (Promega, USA) and sequenced using the universal primers SP6 and T7.

### Expression pattern analysis of target genes

Total RNA was extracted from grape plantlet leaves subjected to cold stress at 4°C for 0, 2, 4, 8, 24, and 48 h. DNA was digested as the method mentioned above. cDNA was synthesized using the SuperScript III Reverse Transcriptase (Invitrogen, USA) with Oligo-dT, according to the instructions of the manufacturer. The approach of the real-time RT-PCR step and the data analysis were the same as previously performed. The malate dehydrogenase gene (MDH, GenBank accession number: EC921711) and β-actin (GenBank accession number: EC969944) were used as the internal controls (Wang et al., 2014b). Gene-specific primer pairs were designed using Primer Premier 5 around the cleavage site of the target genes, the sense primers were at the upstream of the cleavge site and the antisense primers were at the downstream. All the primer sequences are shown in Table S11. The expression correlation between miRNA and its target gene was calculated by Pearson correlation coefficient.

## Results

### Small RNA library construction and sequencing

We constructed two small RNA libraries, namely, non-cold-treated (NCT) and cold treated (CT), from micropropagated plantlets of ‘Muscat Hamburg’ to identify cold-inducible miRNAs in *V. vinifera*. 

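The values behind the predicted miRNAs come from 1 NCT and 1 CT library, each made from 3 pooled plantlets that were 6 weeks old. The control plantlets were kept at 26°C according to the methods and the sample labels, and at 25°C according to the results. The CT plantlets were held at 4°C for 4 h in all of them. With 1 library per condition, no difference between the libraries has a replicate check, and the tests on reads compare these 2 libraries, not the 2 conditions. The authors trimmed the reads, mapped them without mismatch to the PN40024 genome (12X), set aside reads matching other non-coding RNAs or known miRNA precursors, and predicted further miRNAs with Mireap, a program that searches mapped reads for hairpin precursors. The table they made lists 299 entries, each a mature sequence with its read count in each library and the numbers of the precursors it was read from. The names in that table differ from those of the article, so each entry was matched to Table S6 by its whole sequence. The copy of Table S6 used here holds 65 of the 67 predicted miRNAs the paper gives, and all 65 sequences were found in the table. The entries hold 92912 reads in the NCT and 97572 reads in the CT library, which are only 0.435% and 0.376% of the clean reads. The sequencing depth was therefore taken from Table S1, with 21355400 clean reads in the NCT and 25915815 in the CT library, so that 1 read is worth 0.0468 and 0.0386 TPM. The lowest count above 0 was 5 in both libraries, and no count from 1 to 4 was listed, so a count of 0 means that the entry was not listed in that library. Folds against a count of 0 are given against a floor of 3 reads, or 0.140 TPM in the NCT and 0.116 TPM in the CT library. A count of 0 can hide 4 reads, or more if the entry was not predicted in that library. Each fold given as a bound therefore holds only where no more than 3 reads went unlisted. Counts were divided by the clean reads and compared with a two-sided Fisher's exact test on the reads, and a count of 0 was set to 0.01 TPM for the log2 ratio, as in the paper's methods. Intervals on TPM are 95% Wilson intervals and cover counting error only, since reads amplified by PCR are not independent molecules. For entries listed in both libraries, the scaling matters most among these choices. The 103 entries listed in both libraries had a median log2 (CT/NCT) of -0.41 when scaled to clean reads, and of 0 by construction when scaled by the median of their own ratios.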

The NCT small RNA library was constructed using the plantlets grown at 25°C, whereas the CT small RNA library was constructed with micropropagated plantlets subjected to 4°C for 4 h to observe the change in miRNAs in the early stage during cold stress. After sequencing, 21,749,505 and 26,320,458 reads were generated for NCT and CT libraries, respectively (Table S1). The size distribution of all unique small RNAs is summarized in Figure 1. The displayed length of small RNA sequence ranged from 16 to 30 nt; the two major size classes were 21 nt (50.07% in NCT and 36.63% in CT library) and 24 nt (19.43% in NCT and 41.21% in CT library). The abundance of small RNAs from 16 to 23 nt in the NCT library was higher than that in the CT library. However, 24 to 30 nt small RNAs were less abundant in the NCT library than in the CT one (Figure 1).

**Figure 1:**
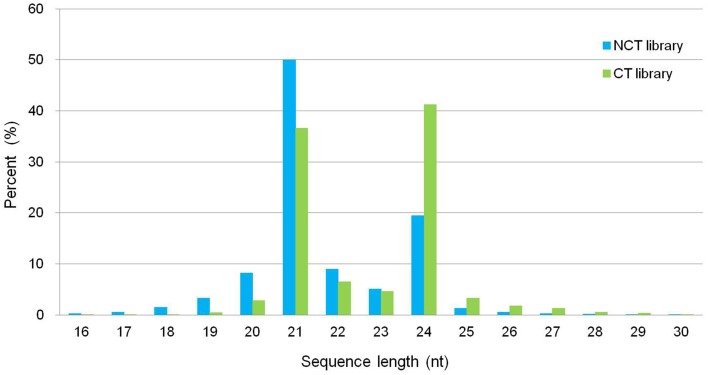
**Length distribution and abundance of small RNAs in the NCT and CT library from micropropagated ‘Muscat Hamburg’ plantlets**. NCT library: library constructed using plantlets grown in growth chamber at 25°C without any stress; CT library: library constructed using plantlets treated at 4°C for 4 h.

Based on a comparison with 12 × *V. vinifera* cv. Pinot Noir (PN40024) (Jaillon et al., 2007) and related bioinformatics analysis, there were 57.54 and 59.46% unique sRNAs mapping to the genome in the NCT and CT library, respectively (Table S2). These small RNAs were divided into the following categories: rRNA, snRNA, snoRNA, tRNA, exon_sense, exon_antisense, intron_sense, intron_antisense, repeat associate small RNA, unannotated small RNA, and miRNA candidate sequences. The candidate miRNA sequences represented only 0.03% NCT and 0.05% CT of the unique small RNAs (Table S3). Most sequences (62.33% of the total unique sequences in the NCT library and 66.28% in the CT library) were unannotated (Table S3). A total of 6,404,541 candidate miRNA sequences in the NCT library and 6,148,881 in the CT library were identified, which finally comprised 1431 and 1479 unique sequences, respectively (Table S3).

### Identification of known miRNAs

The candidate miRNA sequences were compared with published miRNAs from other plant species by Blastn search against miRbase 21 (June 2014) to identify the known miRNAs in *V. vinifera*. We identified 163 known miRNAs, belonging to 22 conserved miRNA families and 24 non-conserved miRNA families (Table 1 and Table S4). All conserved miRNA families were detected in our study. In most cases, multiple members from one known miRNA family are present, with significant divergence among them. The miR169 family was the largest identified family, with 23 members distinguished by internal nucleotide diversity. The medium miRNA families were miR395, miR156, miR166, and miR399, with 13, 9, 8, and 8 members, respectively. Among the remaining 40 miRNA families, 28 contained two to seven members and 12 contained a single member (Table S4). Besides, many sequence-variants were identified for almost each member of the known miRNAs (Table S5). Only annotated mature sequence was considered for the further analysis.

**Table 1:** **Known miRNA families identified in ‘Muscat Hamburg’ (***V. vinifera***) leaves from the plantlets under non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4°C**.

**miRNA families**	**NCT reads**	**CT reads**
**CONSERVED miRNA FAMILIES**		
**miR156**	**11426364**	**9449021**
**miR159**	**8151**	**8511**
**miR160**	**241**	**148**
**miR162**	**3519**	**4297**
**miR164**	**99307**	**194057**
**miR166**	**5931116**	**6634940**
**miR167**	**1112300**	**1141665**
**miR168**	**93654**	**124041**
**miR169**	**19528**	**13759**
**miR171**	**2849**	**1785**
**miR172**	**1180**	**651**
**miR319**	**106**	**74**
**miR390**	**9616**	**5849**
**miR393**	**2**	**6**
**miR394**	**58**	**47**
**miR395**	**76777**	**15625**
**miR396**	**3869**	**5126**
**miR397**	**4457**	**2187**
**miR398**	**512**	**244**
**miR399**	**124**	**259**
**miR403**	**1049**	**767**
**miR408**	**5085**	**4116**
**NON-CONSERVED miRNA FAMILIES**		
**miR2111**	**426**	**875**
**miR2950**	**315**	**266**
**miR3623**	**14101**	**15903**
**miR3624**	**1823**	**6328**
**miR3625**	**197**	**157**
**miR3626**	**39**	**50**
**miR3629**	**173**	**249**
**miR3630**	**87**	**41**
**miR3631**	**144**	**192**
**miR3632**	**165**	**147**
**miR3633**	**10427**	**6739**
**miR3634**	**377**	**863**
**miR3635**	**551**	**1124**
**miR3636**	**8861**	**28264**
**miR3637**	**245**	**675**
**miR3638**	**2**	**6**
**miR3639**	**2**	**7**
**miR3640**	**641**	**3495**
**miR447**	**45**	**16**
**miR477**	**48**	**16**
**miR479**	**8012**	**7961**
**miR482**	**482**	**481**
**miR535**	**2199273**	**2898719**
**miR828**	**6**	**0**

*The number of each miRNA family in the table was raw data. Detailed information of each miRNA member was shown in Table S4*.

Read numbers based on expression level analysis showed significant differences in known miRNA families, which ranged from only one to more than ten million reads. The most abundant miRNA family was miR156, with 11,426,364 and 9,449,021 reads in the NCT and CT libraries, respectively (Table 1). Nine miRNA families (miR164, miR166, miR167, miR168, miR169, miR395, miR3623, miR3633, and miR3636) were strongly expressed, with more than 10,000 reads detected in at least one of the two libraries. Eleven other miRNA members showed moderate expression level, ranging from 1000 to 10,000 reads in each library (Table 1).

### Identification of putative novel miRNAs

We used previously reported criteria to predict putative novel miRNAs in ‘Muscat Hamburg’ grape (Ambros et al., 2003; Meyers et al., 2008). The sequences less than 50 reads in both CT and NCT libraries were neglected. After screening, a total of 67 novel miRNAs were identified from the two libraries (Table S6). 

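Of the 299 entries, 66 had 50 or more reads in at least one library and 233 had fewer than 50 in both. The latter made up 77.9% of the entries but only 2132 reads in the NCT and 1756 reads in the CT library. Among the 66 sequences, 49 were 21 nt long, 10 were 22 nt, 5 were 23 nt and 2 were 20 nt. Uridine was the first base of 40 of them, against 13 with A, 10 with C and 3 with G. The sequences of 64 of the 66 were found in the copy of Table S6. One further miRNA of Table S6, novel_mir_19, was listed with 49 reads in the NCT library and was not listed in the CT library.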

The precursor of each novel miRNA could form a proper secondary hairpin structure with a maximal free energy (MFE) of −18 kcal/mol (Figure S1). 

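The 65 precursor sequences of Table S6 were folded again with RNAfold at 37°C with the Turner 2004 energy parameters. The precursors were 71 to 361 nt long with a median of 130 nt. Of these, 63 had a minimum free energy at or under -18 kcal/mol. The other two were novel_mir_12, on the antisense strand of chromosome 3 from 6931849 to 6931921, at -16.9 kcal/mol, and novel_mir_50, on the antisense strand of chromosome 13 from 9287822 to 9287908, at -17.6 kcal/mol. Both lie between genes according to Table S6. With the older Turner parameters, all 65 precursors were at or under the limit. In the predicted structures, 12 to 22 nt of each mature sequence were paired, with a median of 18 nt, and 32 of the 65 precursors had a single hairpin loop.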

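The refolded energies had a median of -50.7 kcal/mol and ranged from -16.9 kcal/mol for novel_mir_12, a precursor of 73 nt, to -129.6 kcal/mol for novel_mir_28, a precursor of 331 nt on the sense strand of chromosome 7 from 6411485 to 6411815. With the older parameters the range was -18.33 to -136.74 kcal/mol, and 30 of the 65 values lay within 0.1 kcal/mol of those the paper gives in Table S6, against 5 of 65 with the 2004 ones. Per nt of precursor, novel_mir_28 had -0.392 kcal/mol against -0.232 kcal/mol for novel_mir_12.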

The MFE of the identified novel miRNAs ranged from −18.54 kcal/mol to −135.24 kcal/mol. These putative miRNA sequences were compared with all nucleotide sequences in the NCBI databases by Blastn search. The result showed that no homolog exists in any other plant species, suggesting that these newly identified candidate miRNAs are all *Vitis*-specific.

Compared with conserved miRNAs, the expression levels of the majority of putative novel miRNAs were relatively low. However, some putative novel miRNAs were abundant; for instance, novel_mir_5, novel_mir_20, and novel_mir_25 exceeded 10,000 reads in the NCT and CT libraries) (Table 2 and Table S6). 

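The 299 entries had a median of 9 reads in the NCT library (quartiles 0 and 26) and 7 reads in the CT library (quartiles 0 and 20). The known miRNAs were taken from the paper's Table S4, of which the copy used here holds 162 of 163 rows, so no test was made. In the paper's counts, their medians were 297 reads (quartiles 26.2 and 5906) in the NCT and 333.5 reads (quartiles 32.2 and 1665) in the CT library. For the 113 members of conserved families alone, the medians were 705 and 490 reads, respectively. In each library, 22 entries had more reads than the median known miRNA. For the 66 entries at the paper's own minimum of 50 reads, the medians were 116.5 reads in the NCT and 87 reads in the CT library. This comparison was chosen after the values were seen. The known median lay above that of all 299 entries by 288 reads in the NCT and by 326.5 reads in the CT library. The limits of the 95% intervals of both medians put this difference between 152 and 590 reads in the NCT and between 119 and 611 reads in the CT library. For the 66 entries against all 162 known miRNAs these limits included 0, at -42 to 519 and -46 to 544 reads, respectively. The paper's statement concerns conserved miRNAs. For the 66 entries and the conserved families, the 95% intervals of the medians were 78 to 204 and 256 to 1509 reads in the NCT library, without overlap. In the CT library they were 73 to 174 and 162 to 1201 reads, which overlap.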

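Exactly 3 entries passed 10000 reads in both libraries. Novel_mir_5, on the sense strand of chromosome 1 from 3865565 to 3865681, had 25311 reads in the NCT and 23311 reads in the CT library. Novel_mir_20, on the antisense strand of chromosome 5 from 19124470 to 19124728, had 14210 and 11480 reads, respectively, which is 665 TPM (95% interval 655 to 676) against 443 TPM (435 to 451). Novel_mir_25, on the antisense strand of chromosome 6 from 3976407 to 3976496, had 10867 and 20765 reads, which is 509 TPM (499 to 519) against 801 TPM (790 to 812). All of them lie between genes in the paper's annotation. Together the 3 most abundant entries held 54.2% of the listed reads in the NCT and 56.9% in the CT library. The counts of novel_mir_5 and novel_mir_20 were lower and that of novel_mir_25 was higher in the CT library, each by more than the counting error, but none passed a log2 ratio of 1 in size. Novel_mir_25 passed it, at 1.07, when the libraries were scaled by the median of ratios.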

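Of the 299 entries, 103 were listed in both libraries, 107 in the NCT library only and 89 in the CT library only. Among the 66 entries of 50 or more reads, 48 were listed in both, 11 in the NCT library only and 7 in the CT library only. The table held 5 pairs of an entry listed only in NCT and an entry listed only in CT that shared a run of 16 nt or more, and 4 of the 18 library-specific entries of 50 or more reads belonged to such a pair.

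**Figure D1:**
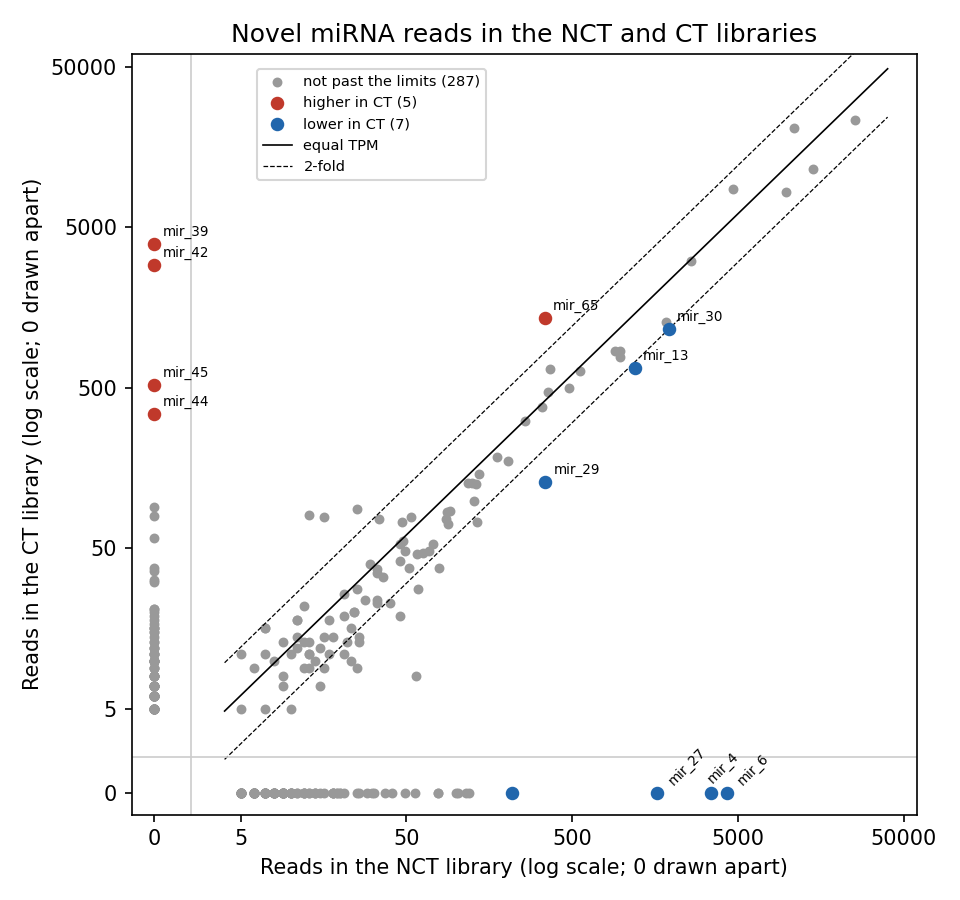
Reads of the 299 predicted miRNA entries in the NCT library (x axis) and the CT library (y axis), both on log scales with counts of 0 drawn apart; each point is 1 entry, the solid line marks equal TPM and the dashed lines a 2-fold difference. The 5 entries called higher in CT are red and the 7 called lower are blue, and 8 of these 12 lie on the strips of entries with a count of 0 in one library, where the lower entry without a label is novel_mir_24.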

Many putative novel miRNAs were detected only in one library and a few of them were detected with a relatively high abundance. 

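Among the entries listed in one library, novel_mir_6 (UUCCCAAGACCCCCCAUGCCAA) and novel_mir_4 (UUUCCACGGCUUUCUUGAACU) had the most reads in the NCT library, with 201 TPM (95% interval 195 to 207) and 161 TPM (156 to 167). Novel_mir_39 (AAUGGGCUGAUUGGGAUAAAA) and novel_mir_42 (UUCCACGGCUUUCUUGAACUU) had the most in the CT library, with 151 TPM (146 to 156) and 112 TPM (108 to 116). Against a floor of 3 reads, novel_mir_6 was at least 1735-fold and novel_mir_4 at least 1394-fold lower in CT. Novel_mir_39 was at least 1076-fold and novel_mir_42 at least 796-fold higher. These bounds hold only where no more than 3 reads went unlisted. The precursors of novel_mir_4 (chromosome 1, sense strand, 1997808 to 1997989) and novel_mir_42 (1997803 to 1997999) overlap by 182 nt. Their mature sequences, at 1997822 to 1997842 and 1997823 to 1997843, share 20 nt. When the reads of both were summed as 1 locus, the log2 (CT/NCT) was -0.53 (two-sided Fisher's exact test between the libraries, p = 3.4e-48). This is near the median of -0.41 of the entries listed in both libraries, so its size depends on the scaling. Novel_mir_6, at 3865822 to 3865924 on the sense strand of chromosome 1, lies 140 nt from the precursor of novel_mir_5. Novel_mir_39 lies on the antisense strand of chromosome 14 from 19755471 to 19755581. No entry of the other library had 16 nt or more inside the precursors of novel_mir_6 or novel_mir_39.

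**Figure D2:**
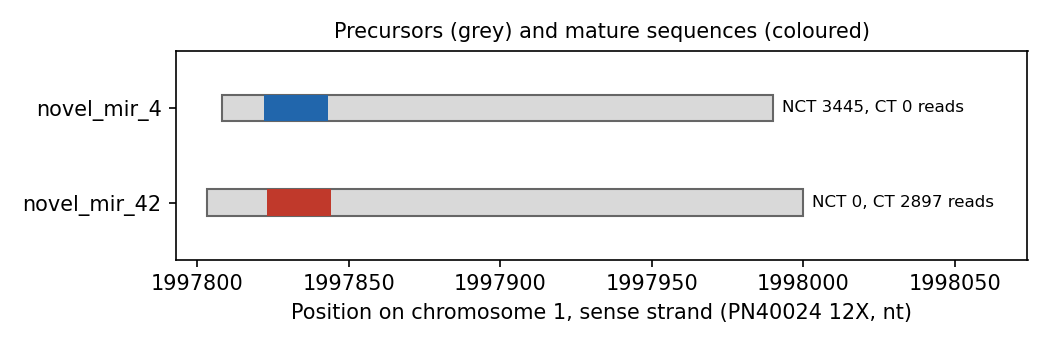
Map of the precursors of novel_mir_4 and novel_mir_42 on the sense strand of chromosome 1, with the position in nt on the x axis; grey bars are the precursors and coloured bars the mature sequences. The precursors overlap by 182 nt, and the mature sequences start at 1997822 and 1997823.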

As shown in Table 2, novel_mir_4 and novel_mir_6 were detected only in the NCT library, with 3445 and 4288 counts, respectively, whereas novel_mir_39 and novel_mir_42 were only present in the CT library, with 3916 and 2897 counts, respectively.

**Table 2:** **High abundant novel miRNAs identified in ‘Muscat Hamburg’ (***V. vinifera***) leaves from the plantlets under non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4°C**.

**Novel miRNA**	**Novel miRNA sequence**	**Length (nt)**	**NCT reads**	**CT reads**	**Location**	**MFE (kcal/mol)**
novel_mir_5	CAUGGGCGGUUUGGUAAGAGG	21	25311	23311	chr1:3865565:3865681:+	−46.2
novel_mir_25	UCGCAGGAGAGAUGACGCCGU	21	10867	20765	chr6:3976407:3976496: −	−48.4
novel_mir_20	AGAAGAGAGAGAGUACAGCUA	21	14210	11480	chr5:19124470:19124728: −	−65.6
novel_mir_64	UCCCAGGAGAGAUGGCACCUGC	22	4690	8651	chr17:5928104:5928188:+	−43
novel_mir_32	UGACAAAGAGAGAGAGCACAC	21	9743	8339	chr7_random:1422270:1422383: −	−52.2
novel_mir_33	CCGAGGGAGAGAGCGAGAGGA	21	2611	3074	chr8:14593879:14594080: −	−98.9
novel_mir_65	GUCAACCAGCAACUCUCGCGG	21	341	1357	chr17:2693545:2693757: −	−115.3
novel_mir_55	CUAGAGAUUGUGGAUUAGGCU	21	1844	1294	chr14:10959011:10959186:+	−20.55
novel_mir_30	UUCUCGGACCAGGCUUCAUUC	21	1910	1156	chr7:19450174:19450334:+	−64.3
novel_mir_57	UCUGAACUCUCUCCCUCAUGGC	22	973	851	chr14:24560621:24560731: −	−54.7
novel_mir_7	UGGGGUACGAACUAGAGGUGG	21	903	847	chr1:7530676:7530798:+	−30.26
novel_mir_37	UUCCUCAAGUAGACAUGCAUG	21	969	773	chr9_random:179159:179348:+	−36.71
novel_mir_13	UGCCAAGAAGCACAUUCCUCC	21	1195	661	chr3:17003551:17003669: −	−81.3
novel_mir_60	ACGGAGUGGAAGAGGGGAGGAG	22	370	654	chr16:19451213:19451502:+	−75.96
novel_mir_36	UUGCUGAGAGAGUCGUCUGCC	21	554	639	chr9:19105535:19105615: −	−38.5
novel_mir_21	UUAGAUGAUCAUCAACAAACA	21	479	499	chr5:24742118:24742235: −	−45.5
novel_mir_53	UGGAGAAGGGGAGCACGUGCA	21	355	471	chr14:1414567:1414684:+	−59
novel_mir_47	UGUGGAUGAGAAGAGAUGCGA	21	330	381	chr10:16107042:16107232:+	−72
novel_mir_10	UGAAGAGGUGGAGAGUGGAGUG	22	259	313	chr11:16101897:16102055:+	−85.3
novel_mir_29	UGGAAGCAAUCAGGAGACUUG	21	343	130	chr7:17201643:17201884:+	−105.72
novel_mir_6	UUCCCAAGACCCCCCAUGCCAA	22	4288	0	chr1:3865822:3865924:+	−58.1
novel_mir_4	UUUCCACGGCUUUCUUGAACU	21	3445	0	chr1:1997808:1997989:+	−57.1
novel_mir_27	UUAUGGAUGGCAGAAGGUUUA	21	1625	0	chr6:13594470:13594631: −	−33.1
novel_mir_39	AAUGGGCUGAUUGGGAUAAAA	21	0	3916	chr14:19755471:19755581: −	−53.9
novel_mir_42	UUCCACGGCUUUCUUGAACUU	21	0	2897	chr1:1997803:1997999:+	−61.3
novel_mir_45	AGAUGAUGUAUGGAAUGAAAUU	22	0	521	chr8:22256980:22257050:+	−19.9
novel_mir_44	AAGCAAUCAGGAGACUUGUAG	21	0	342	chr7:17201646:17201881:+	−100.42

*Novel miRNAs shown in the table were detected more than 300 reads in one of the two libraries. 

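In the deposited counts, 27 entries had more than 300 reads in one of the libraries. Besides those listed in one library, they included novel_mir_32 (chromosome 7_random, antisense strand, 1422270 to 1422383), with 9743 reads in the NCT and 8339 reads in the CT library. Its log2 (CT/NCT) was -0.50, and its 21 nt matched the known vvi-miR535a except at 2 positions, C7A and G20A, counted from the 5′ end with the base of the known miRNA first.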

Novel miRNA is the name of detected novel miRNAs. Genomic locations of pre-miRNA are listed. +, sense strand; −, anti-sense strand. MFE means the maximal free energy contained in the secondary hairpin structure of each novel miRNA precursor*.

### Identification of differentially expressed miRNAs (DEMs) during the early period of cold stress

The expression level of each mature miRNA was normalized to transcripts per million (TPM) and compared between the NCT and CT library to identify the cold-inducible miRNAs in grapevine. The details of DEMs, including original TPM, fold-change, and P value, are shown in Table S7. To increase the robustness of the data, only the miRNAs with more than 10 TPM in at least one of the library were considered. 

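A level of 10 TPM corresponds to 214 reads in the NCT and 259 reads in the CT library. Of the 299 entries, 28 passed this limit in at least one library, 20 of them listed in both libraries and 8 in one library only. Without the limit, 32 entries would have been called higher and 69 lower in CT by the same fold and p limits.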

The miRNAs with at least 2-fold difference in expression during cold treatment are displayed in Table 3. A total of 11 upregulated miRNAs (including 4 novel miRNAs detected only in the CT library) and 33 downregulated miRNAs (including 4 novel miRNAs detected only in the NCT library) were identified during the cold treatment. Among these DEMs, there were 14 unique sequences. 

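Of these miRNAs, those predicted with Mireap can be counted in the deposited table. By the paper's limits, 5 of them were higher in CT, 4 of them listed in the CT library only, and 7 were lower, 4 of them listed in the NCT library only. Among those listed in both libraries, novel_mir_65 (GUCAACCAGCAACUCUCGCGG), in an intron on the antisense strand of chromosome 17 from 2693545 to 2693757, rose from 16.0 TPM (95% interval 14.4 to 17.8) to 52.4 TPM (49.6 to 55.2), with a log2 (CT/NCT) of 1.71 (counting standard error 0.087; Fisher's exact test between the libraries, p = 5.4e-104). Novel_mir_29 (UGGAAGCAAUCAGGAGACUUG), on the sense strand of chromosome 7 from 17201643 to 17201884 over a 5′ UTR and coding sequence, had 343 reads in NCT and 130 in CT, with a log2 ratio of -1.68 (counting standard error 0.15, exact p = 3.4e-33). It was listed with a pair of precursors in NCT, with 343 and 196 reads, and with 1 precursor in CT, which by the order of the precursor numbers is the second of the pair, and there the log2 ratio was -0.87. The first overlaps by 236 nt with that of novel_mir_44 (17201646 to 17201881), which was listed in CT only with 342 reads and was at least 93.9-fold higher there. That precursor thus held 343 reads in NCT and 342 in CT, a log2 ratio of -0.28 (Fisher's exact test, p = 0.011), in a comparison chosen after the data were seen. With 1 listed count per sequence and library summed, 343 reads in NCT against 472 in CT, the log2 ratio was 0.18 (Fisher's exact test, p = 0.078). That sum is uneven. It holds the 130 CT reads of the second precursor but not the 196 NCT reads listed there, so its sign decides nothing. Novel_mir_13, between genes on the antisense strand of chromosome 3 from 17003551 to 17003669, had 1195 and 661 reads and a log2 ratio of -1.13 (exact p = 4.6e-62). Novel_mir_30, between genes on the sense strand of chromosome 7 from 19450174 to 19450334, had 1910 and 1156 reads and a log2 ratio of -1.00 (exact p = 1.1e-80). The sequence of novel_mir_30 matched the known vvi-miR166a over 20 nt with 0 mismatches, shifted by 1 nt. Novel_mir_30 fell short of the limit, at -0.98, when scaled to the reads mapped to the genome. Novel_mir_13 fell short, at -0.72, when scaled by the median of ratios. Of those listed in one library, novel_mir_27 (chromosome 6, antisense strand, 13594470 to 13594631, in a 5′ UTR) had 1625 reads in NCT and was at least 657-fold lower in CT. Novel_mir_45 (chromosome 8, sense strand, 22256980 to 22257050, between genes) had 521 reads in CT and was at least 143-fold higher. Novel_mir_24, whose sequence is not in the copy of Table S6 and which was matched by its TPM in Table S7, had 218 reads in NCT, 10.2 TPM (8.94 to 11.7), and was at least 88.2-fold lower in CT. It was no longer called when scaled by the median of ratios. When overlapping precursors were summed as 1 locus, 3 were higher and 5 were lower. From the fold changes between the libraries, the paper classes them as upregulated or downregulated during the cold treatment.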

Many of DEMs were identical sequences, such as vvi-miR156b-d, vvi-miR171acdi, vvi-miR395a-m, and vvi-miR398bc. The precursors of these miRNAs showed high sequence similarity with its family members.

**Table 3:** **List of differentially expressed miRNAs (DEMs) from the plantlet leaves under non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4°C in ***V. vinifera*****.

**miRNA name**	**NCT-TPM**	**CT-TPM**	**Fold-change (log2^CT∕NCT^)**	***P*-value**
vvi-miR3640^*^	2.76	51.63	4.22	2.22E-265
vvi-miR3640	27.25	83.23	1.61	9.18E-151
vvi-miR3624	85.36	244.18	1.52	0
vvi-miR3636	414.93	1090.49	1.39	0
vvi-miR3637^*^	7.5859	18.0585	1.25	7.30E-24
vvi-miR3634	14.56	31.80	1.13	7.97E-35
novel_mir_65	15.97	52.36	1.71	4.33E-104
novel_mir_44	0.01	13.20	10.37	5.85E-90
novel_mir_45	0.01	20.10	10.97	1.10E-136
novel_mir_42	0.01	111.79	13.45	0
novel_mir_39	0.01	151.10	13.88	0
vvi-miR171a/i	24.44	12.04	−1.02	6.02E-24
vvi-miR171c/d	27.96	13.74	−1.03	2.71E-27
vvi-miR156d	11590.51	5547.77	−1.06	0
vvi-miR156b	11569.63	5527.86	−1.07	0
vvi-miR156c	11422.59	5431.93	−1.07	0
vvi-miR172d	55.02	24.77	−1.15	1.41E-62
vvi-miR397a	208.71	84.39	−1.31	4.20E-283
vvi-miR3633b^*^	13.25	5.29	−1.33	5.23E-20
vvi-miR398b/c	11.99	4.67	−1.36	6.36E-19
vvi-miR3633b	10.68	3.47	−1.62	1.18E-21
vvi-miR395a-m	276.56	46.38	−2.58	0
novel_mir_29	16.06	5.02	−1.68	2.29E-33
novel_mir_13	55.96	25.51	−1.13	4.42E-62
novel_mir_30	89.44	44.61	−1.00	1.09E-80
novel_mir_6	200.79	0.01	−14.29	0
novel_mir_4	161.32	0.01	−13.98	0
novel_mir_27	76.09	0.01	−13.89	0
novel_mir_24	10.21	0.01	−10.00	5.33E-76

*MiRNA star denotes the small RNA processed from the hairpin arm opposite the mature miRNA*.

### Validate the DEMs by real-time RT-PCR analysis

Based on the DEMs analysis in the two libraries, 11 known miRNAs and 5 putative novel miRNAs were selected to verify their expression patterns through poly(A)-tailed real-time RT-PCR. The real-time RT-PCR results show the expression profiles of miRNAs at 4°C for 0, 2, 4, 8, 24, and 48 h after cold initiation (Figure 2). The expression of 13 miRNAs showed the same variation trend at 4 h after cold stress between the real-time RT-PCR and sequencing results, whereas the expression patterns of three miRNAs (vvi-miR3624, vvi-miR3634, and vvi-miR3640) were increased during cold treatment by sequencing, but opposite results were detected from the real-time RT-PCR analysis. 

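Among these miRNAs, novel_mir_4 and novel_mir_6 were listed in the NCT library only, and novel_mir_42, novel_mir_44 and novel_mir_45 in the CT library only. With a count of 0 set to 0.01 TPM, their log2 (CT/NCT) in the sequencing data was -13.98, -14.29, 13.45, 10.37 and 10.97, respectively. The size of each ratio is fixed by the 0.01 TPM, and each direction rests on 1 library per condition. The direction of novel_mir_42 reversed when its reads were summed with those of novel_mir_4. The summed log2 ratio was -0.53 for both, near the median of -0.41 of the entries listed in both libraries. For novel_mir_44, it was -0.28 at its precursor with reads placed by precursor number, a comparison chosen after the data were seen. No overlapping precursor was found for novel_mir_6 or novel_mir_45, so the sum could not change them and does not test them.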

In order to prove the reliability of these results, 2 non-differentially expressed miRNAs (vvi-miR3623 and novel_mir_5) were also verified as a control. 

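In the sequencing data, novel_mir_5 (CAUGGGCGGUUUGGUAAGAGG) had 1185 TPM (95% interval 1171 to 1200) in the NCT and 899 TPM (888 to 911) in the CT library. Its log2 (CT/NCT) was -0.40, with a counting standard error of 0.013 (Fisher's exact test between the libraries, p = 3.6e-203), and it stayed within the limit of 1. The ratio followed the scaling and was 0.01 with the median of ratios.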

The results showed the expression of both vvi-miR3623 and novel_mir_5 was no significant changes during the cold treatment and had the same variation trend at 4 h after cold stress with the sequencing results (Figure S2).

**Figure 2:**
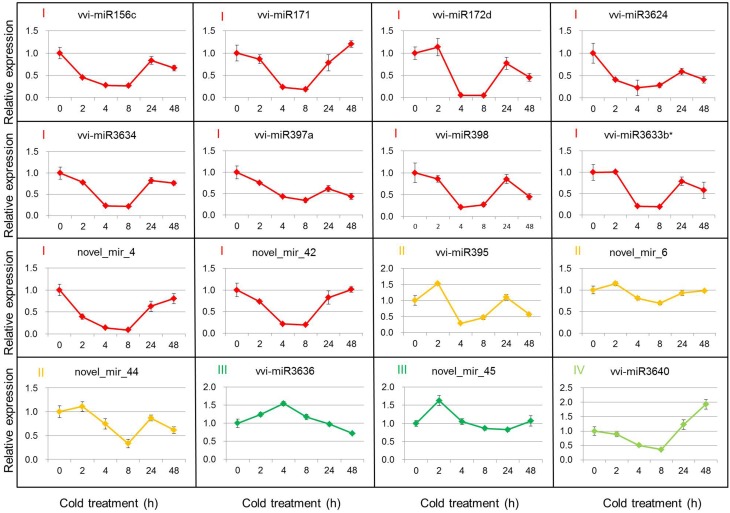
**Real-time RT-PCR validations of the cold-inducible vvi-miRNAs**. Total RNA was extracted from grape leaves from micropropagated plantlets subjected to low temperature at 4°C for 0, 2, 4, 8, 24, and 48 h. The level of expression was normalized to that of 5S rRNA. The normalized vvi-miRNA levels in 0 h were arbitrarily set to 1. Error bars represent the standard deviations of three PCR replicates of a single reverse transcription reaction.

The 16 selected DEMs were divided into four groups, according to their expression patterns (Figure 2). Group I included 10 miRNAs (vvi-miR156c, vvi-miR171, vvi-miR172d, vvi-miR397a, vvi-miR398, vvi-miR3624, vvi-miR3633b^*^, vvi-miR3634, novel_mir_4, and novel_mir_42), and their expression decreased rapidly and reached the minimum level at 4 or 8 h, then increased gradually. The expression of Group II miRNAs (vvi-miR395, novel_mir_6, and novel_mir_44) increased at 2 h and decreased at 8 h after the plantlets were subjected to cold stress. The expressions of Groups I and II miRNAs were downregulated in 4°C cold stress. During the cold stress, the average expression level of these miRNAs was lower than the control (0 h). Vvi-miR3636 and novel_mir_45 were categorized into Group III. Their expressions first increased and reached the maximum level, then decreased. Group IV had only one miRNA (vvi-miR3640), and its expression was downregulated until 8 h after cold stress initiation, but increased by up to 2-fold at 48 h. We can conclude that the expressions of Groups III and IV were upregulated around 4 h and after 24 h cold stress, respectively. The expression profile analysis by real-time RT-PCR confirmed the existence of these miRNAs in *V. vinifera*, and suggests that the previous miRNAs may be involved in cold stress responses.

### Target gene prediction for cold-inducible miRNAs

For the 44 DEMs, the target genes were predicted in the psRNATarget database to illustrate the putative mRNAs regulated by miRNAs under cold stress. The rules used for target prediction were based on Allen et al. (2007) and Schwab et al. (2005). The detailed annotation results of the prediction are shown in the Table S8. Among these 44 miRNAs, only novel_mir_65 and novel_mir_24 had no predicted targets. A total of 147 target genes were predicted from the rest of the 42 cold-inducible miRNAs. Most of the miRNAs had multiple distinct targets; however, vvi-miR3633b^*^ and novel_mir_30 targeted only one mRNA.

Gene ontology (GO) analysis showed that the predicted target genes may be involved in a broad range of biological processes, such as cellular process, metabolic process, biological regulation, catalytic activity, and response to stimulus (Figure 3). Most of these processes were classified as transcription factors and functional proteins in plant metabolism and abiotic stress responses. Several transcription factors were found in the target genes, including the squamosa promoter binding (SBP) protein (the putative target of vvi-miR156), APETALA2 (AP2, vvi-miR172), basic helix-loop-helix (bHLH, vvi-miR3640^*^), GRAS (novel_mir_39), bZIP (novel_mir_4, novel_mir_42), and MYB-like binding protein (novel_mir_13). Other predicted target genes included proteins such as multicopper oxidase for vvi-miR397a, novel_mir_29, and novel_mir_44; sulfate transporter protein for vvi-miR395; E3 ubiquitin ligase for vvi-miR3634; WD-40 repeat protein for vvi-miR172d; and sugar transporter protein for vvi-miR3630.

**Figure 3:**
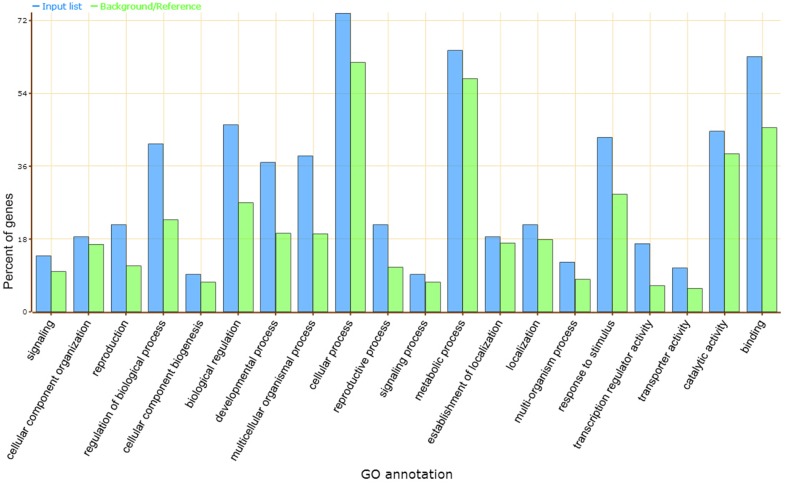
**GO analysis of vvi-miRNA target genes**. Blue and green bars indicate the enrichment of miRNA target genes in GO terms and the percentage of total annotated grapevine genes mapping to GO terms, respectively.

### Cleavage sites and expression pattern analysis of seven predicted target genes

The 5′ RLM-RACE experiment was carried out to identify the cleavage sites of the predicted vvi-miRNA target genes. The targets genes of the four known (vvi-miR156c, vvi-miR172d, vvi-miR395a, and vvi-miR397a) and three novel DEMs (novel_mir_4, novel_mir_44, novel_mir_45) were used for the following analysis. The seven target genes were *GSVIVT010 10522001, GSVIVT01022081001, GSVIVT01018057001, GSVIVT01025694001, GSVIVT010 03129001, GSVIVT01022169001*, and *GSVIVT01009501001*. All seven predicted target genes had specific cleavage sites that correspond to the miRNA complementary sequences (Figure 4). The target cleavage sites were concentrated at around the 10th nucleotide from the 5′ end of each miRNA. These results confirmed that the genes chosen in this study were the specific targets of the corresponding miRNAs (Figure 4).

**Figure 4:**
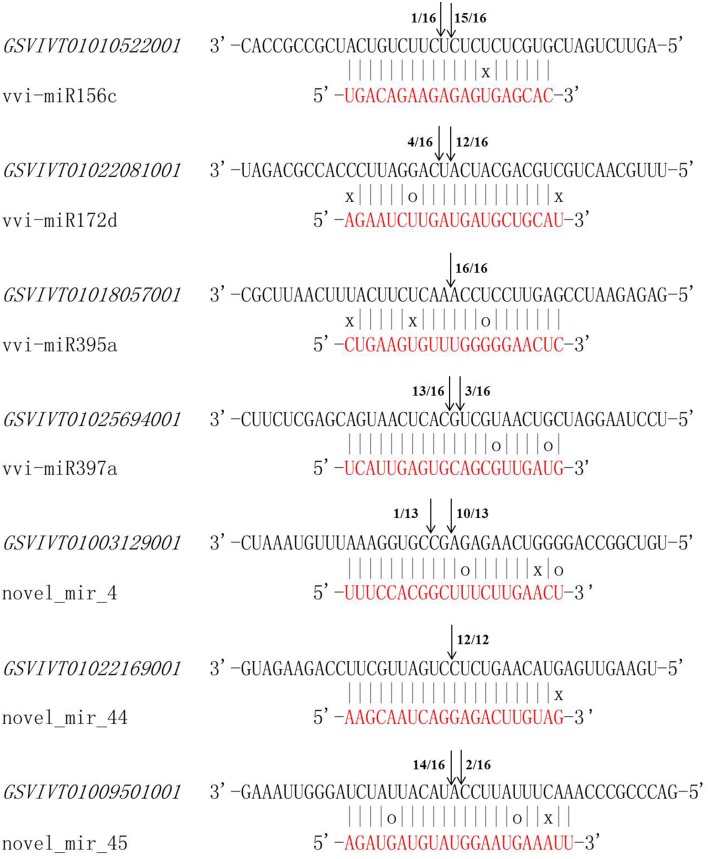
**Mapping of target gene cleavage sites by 5′ RLM-RACE**. For each vvi-miRNA, the partial target sequence (black) is shown at the top and the vvi-miRNA sequence at the bottom (red). Watson-Crick pairing (vertical dashes), G:U wobble pairing (O) and mismatched bases pairing (X) are indicated. Arrows indicate cleavage sites. Numbers indicate the fraction of cloned PCR products terminating at different positions.

The transcription levels of the seven target genes under cold treatment in grapevine were detected by real-time RT-PCR (Figure 5). All genes showed increased expression patterns during cold stress, but reached their peak values at different cold-treated times. Negative correlation was found when the relative expression values from miRNAs and their relevant targets were combined. Pearson correlation coefficient analysis showed that there was a strong and significant negative correlation between the expression level of miRNAs and their target genes, such as vvi-miR156c and *GSVIVT01010522001* (Pearson correlation *r* = −0.959, *P* < 0.01), novel_mir_44 and *GSVIVT01022169001* (Pearson correlation *r* = −0.958, *P* < 0.01) (Table S10). The other five miRNAs and their targets also showed significant negative correlation in different degrees (Table S10). The previous results imply that the dependent transcription regulation of miRNAs was conducted through cleavage mode.

**Figure 5:**
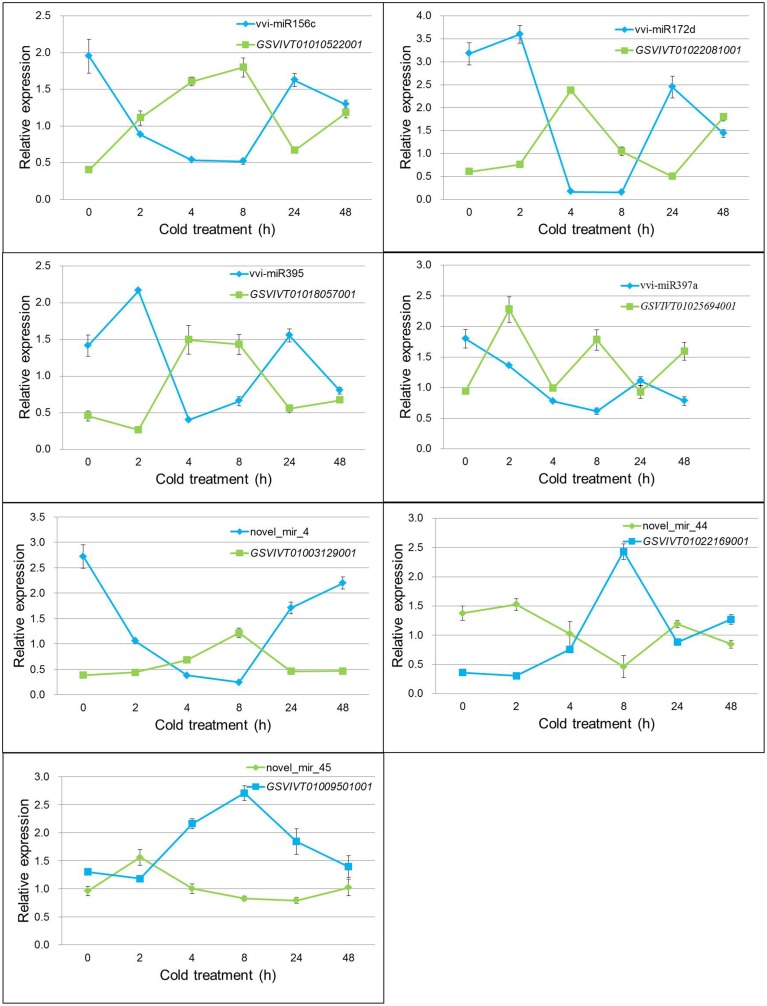
**Expression pattern correlation between vvi-miRNAs and their target genes**. Total RNA was extracted from grape leaves from micropropagated plantlets subjected to low temperature at 4°C for 0, 2, 4, 8, 24, and 48 h. The level of expression was normalized to that of the internal control. Error bars represent the standard deviations of three PCR replicates of a single reverse transcription reaction.

## Discussion

In recent years, increasing evidences suggest that miRNAs play critical roles in both biotic and abiotic stress responses. However, a systematic identification of cold-responsive miRNAs from *V. vinifera* had not been reported so far. Taking advantage of the sequenced genome of *V. vinifera* cv. Pinot Noir (PN40024) and the high-throughput sequencing technology, the present study reports the first identification of cold-inducible miRNAs in *V. vinifera*. We constructed two small RNA libraries and identified 163 known miRNAs and 67 novel miRNAs (Table S4 and S6). The 163 known miRNAs belonged to 22 conserved miRNA families and 24 non-conserved miRNA families. Previous studies indicate that 22 conserved miRNA families in both monocot and dicot model species exist (Jones-Rhoades et al., 2006; Rajagopalan et al., 2006). All conserved miRNA families were detected in these two libraries. The 67 novel miRNAs significantly increased the number of miRNAs in *V. vinifera*. As expected, most of the known miRNAs identified in *V. vinifera* were highly conserved in diverse plant species (Sunkar and Jagadeeswaran, 2008; Sunkar et al., 2008).

Identification of cold-inducible miRNAs has been reported in several species, such as *Arabidopsis* (Sunkar and Zhu, 2004; Liu et al., 2008; Zhou et al., 2008), rice (Lv et al., 2010; Barrera-Figueroa et al., 2012), Brachypodium (Zhang et al., 2009), Poncirus (Zhang et al., 2014), wheat (Wang et al., 2014a), and populus (Chen et al., 2012). Conserved miRNAs identified as cold-inducible were mainly from seedings and leaves. Summarizing the existing research, 21 out of the 22 conserved miRNA families were identified as cold-responsive (Table S9). Significant differences were found among different species. In this study, the expression of six conserved miRNAs, including miR156, miR171, miR172, miR395, miR397, and miR398, were downregulated after cold stress, and there was no conserved miRNAs showed significant upregulated. While in *Arabidopsis* and Brachypodium, only upregulated miRNAs were reported. All the six conserved miRNAs identified in our study were also confirmed to respond to cold stress in other species, but its expression pattern was different from each other. Several conserved miRNAs, including miR169, miR319, miR393, and miR408, were reported to respond to cold stress in other species; however, no visible expression change was found in our experiment. One interpretation for these differentials is that the induction levels of these miRNAs are too low to be recognized as significant changes in the present experimental system. These miRNAs may also possibly respond to cold stress only in specific tissues or at specific growth and developmental stages in grapevine. With the exception of conserved miRNAs, many cold-responsive miRNAs are species-specific. A previously identified cold-responsive miRNA, miR402 in *Arabidopsis* (Sunkar and Zhu, 2004), was not detected in our two libraries nor found in other species, suggesting that it is probably an *Arabidopsis*-specific miRNA. In this study, five cold-inducible DEMs, miR3624, miR3633, miR3634, miR3636, and miR3640, were found in our libraries, but not reported in other species, indicating *Vitis*-specific property.

Given that miRNAs regulate gene expression post-transcriptionally by endonucleolytic cleavage or translational repression, target prediction is essential to gain insight into the regulatory functions of miRNAs. In this study, targets of 44 cold-responsive miRNAs were predicted (Table S8). The targets of conserved miRNAs, such as miR156, miR171, and miR172, had been investigated in several grapevine cultivars, and their functions were almost in accordance with the previous studies (Carra et al., 2009; Mica et al., 2010; Pantaleo et al., 2010; Wang et al., 2011a, 2012). For the 9 non-conserved and 10 novel vvi-miRNAs, our results revealed that the functions of most target genes are unknown. However, some vvi-miRNA could target genes that belong to MYB, bHLH, and bZIP transcription factors, which have been reported as important regulators that respond to cold stress (Agarwal et al., 2006; Liu et al., 2012; Huang et al., 2013). In addition, miRNAs of the same family may target the same genes with similar functions. For instance, vvi-156b, vvi-miR156c, and vvi-miR156d have the same 11 target genes that contain an SBP domain. A total of 15 out of 18 vvi-miR397a target genes are involved in copper ion-binding (Table S8). The functional analysis of these candidate target genes, combined with miRNA-mediated post-transcriptional regulation research, will finally help in the illustration of the roles of miRNAs under cold stress in grapevine.

Seven predicted target genes for the four known and three novel vvi-miRNAs showed specific cleavage sites corresponding to their miRNA complementary sequences. The cleavage sites were in accordance with the classic cleavage mode of miRNA-mediated degradation of target genes in several species (Wang et al., 2012; Zhang et al., 2013). The expression pattern of these seven genes also showed negative correlation with the expression levels of the corresponding vvi-miRNAs. For the target genes of the five downregulated vvi-miRNAs under cold stress, the transcripts of *GSVIVT01010522001, GSVIVT01022081001, GSVIVT01018057001* and *GSVIVT01025694001*, and *GSVIVT01003129001* increased after the plantlets were subjected to cold stress. These results suggest that the SBP domain protein, AP2 transcription factor, sulfate adenylyltransferase, multicopper oxidase and E1-E2 ATPase can be induced by low temperature and may play an important role in responding to cold stress. Previous studies revealed that many AP2 family transcription factors, such as CBF1, CBF2, CBF3, and CBF4, play a crucial role in the cold signal pathway (Chinnusamy et al., 2007; Xiao et al., 2008; Li et al., 2013; Zhang et al., 2013). However, the functions of the SBP domain protein, sulfate adenylyltransferase, multicopper oxidase and E1-E2 ATPase under cold stress are still unknown. Combined with the miRNA regulation mechanism, finding the concrete functions of these proteins under various environment stresses is interesting.

## Conclusion

We identified 163 known miRNAs and 67 novel miRNAs; among which, 44 were differentially expressed miRNAs (DEMs) during cold stress in *V. vinifera*. The prediction of the target genes of DEMs indicates that miRNA may regulate some transcription factors, including AP2, SBP, MYB, bHLH, GRAS, and bZIP during cold stress. The expression patterns of 13 DEMs were verified by real-time RT-PCR analysis. Seven predicted target genes for four known and three novel vvi-miRNAs showed specific cleavage sites at around the 10th nucleotide from the 5′ end of the miRNA corresponding to their miRNA complementary sequences. The expression pattern of the predicted target genes revealed negative correlation with the expression level of corresponding vvi-miRNAs. The present study provides useful information for further investigations on the roles of cold-inducible miRNAs.

## Author contributions

HX, SL, and XS designed and oversaw the research. XS, GF, and LS performed the experiments and took care of the plants. WW and ZL participated in the sequence analysis and helped to modify the manuscript. XS and HX analyzed the data. XS, HX, and SL wrote the manuscript, made the figures and finalized the tables. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of cold-inducible microRNAs in grapevine
**Source:** Front Plant Sci. 2015 Aug 4;6:595. doi: 10.3389/fpls.2015.00595
**Supplement:** Figure S1 — Secondary structures of the 67 putative novel miRNAs.

novel\_mir\_1

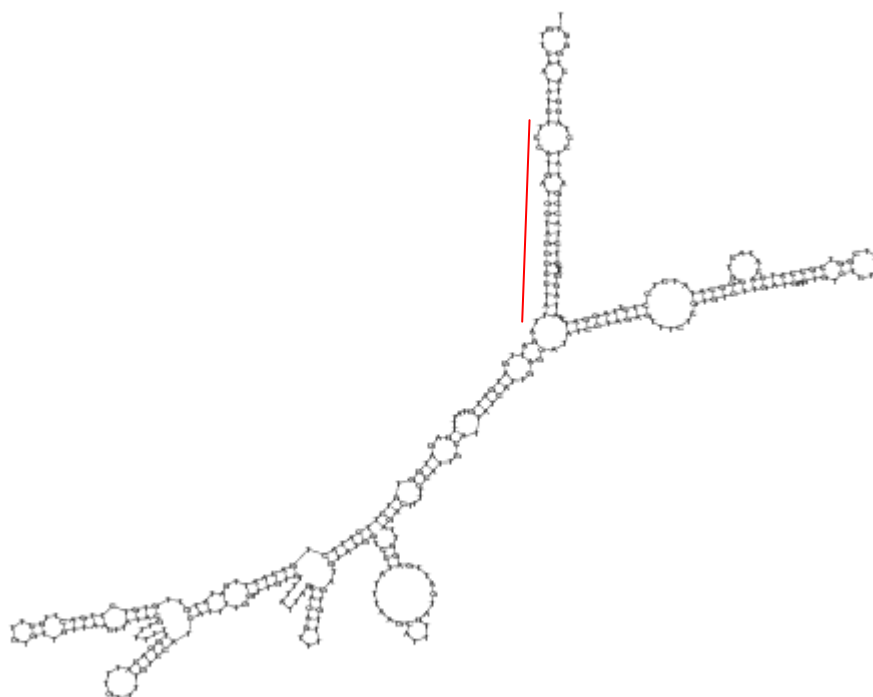

novel\_mir\_2

novel\_mir\_3

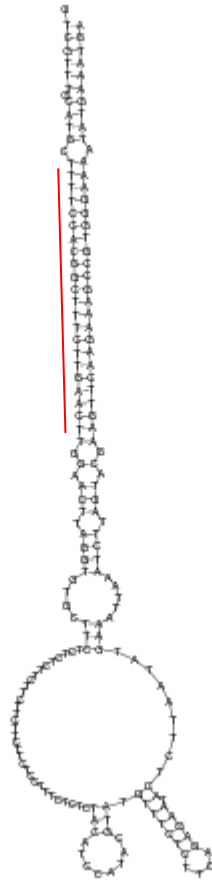

novel\_mir\_4

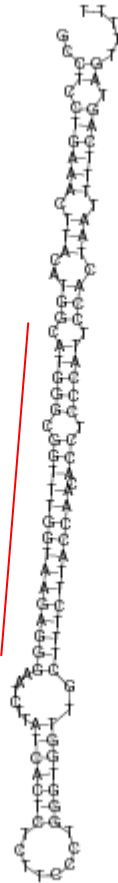

novel\_mir\_5

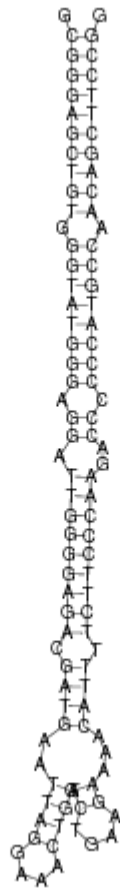

novel\_mir\_6

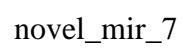

novel\_mir\_7

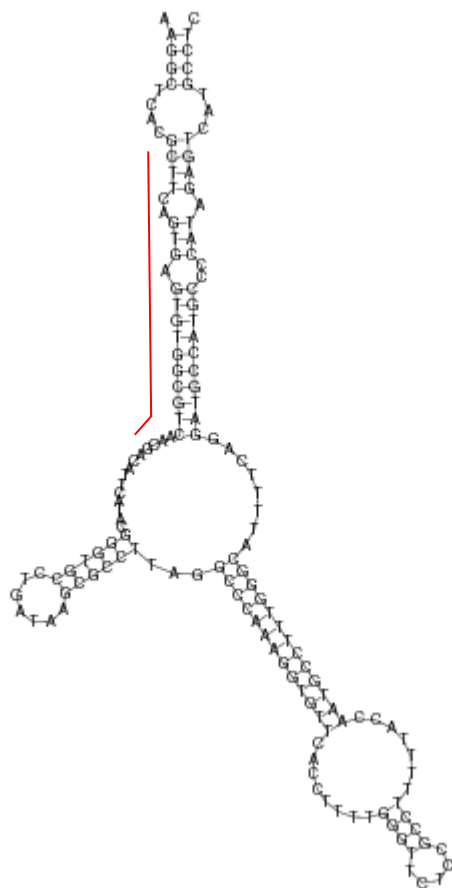

novel\_mir\_8

novel\_mir\_9

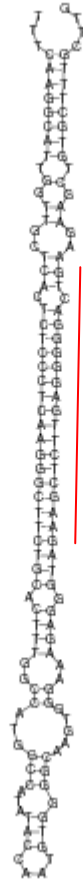

novel\_mir\_10

novel\_mir\_11

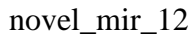

novel\_mir\_12

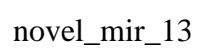

novel\_mir\_13

novel\_mir\_14

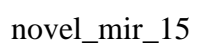

novel\_mir\_15

novel\_mir\_16

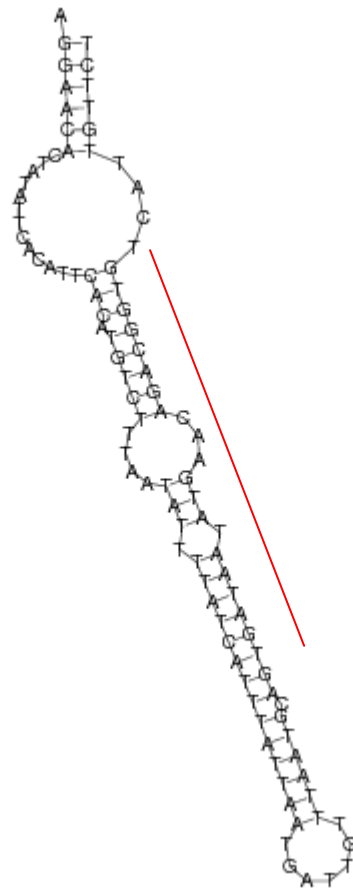

novel\_mir\_17

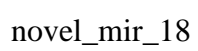

novel\_mir\_18

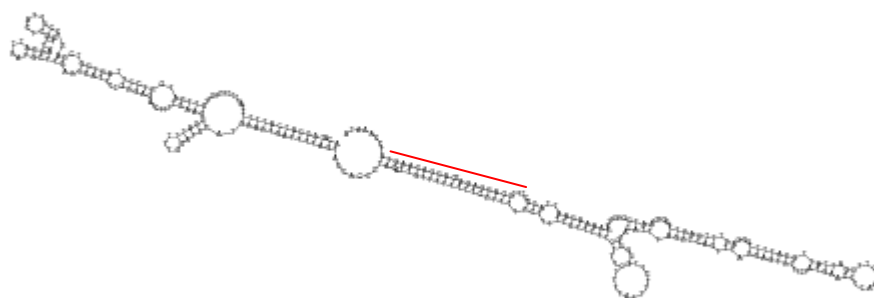

novel\_mir\_19

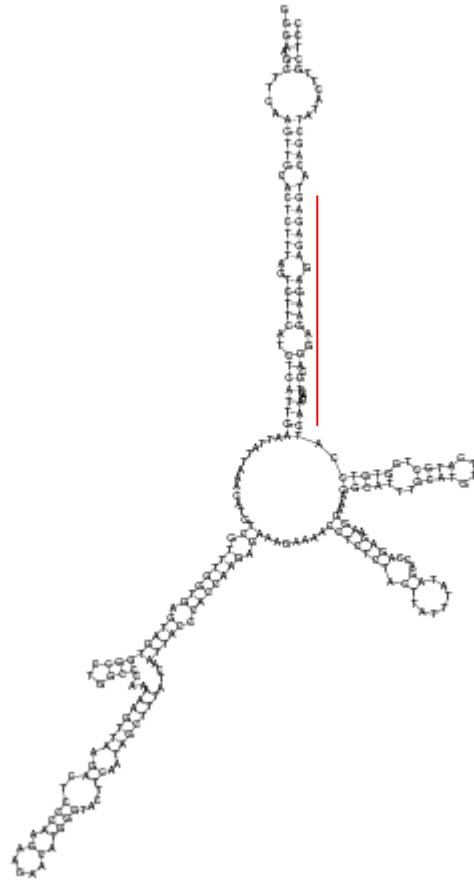

novel\_mir\_20

novel\_mir\_21

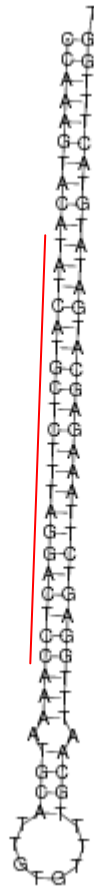

novel\_mir\_22

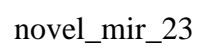

novel\_mir\_23

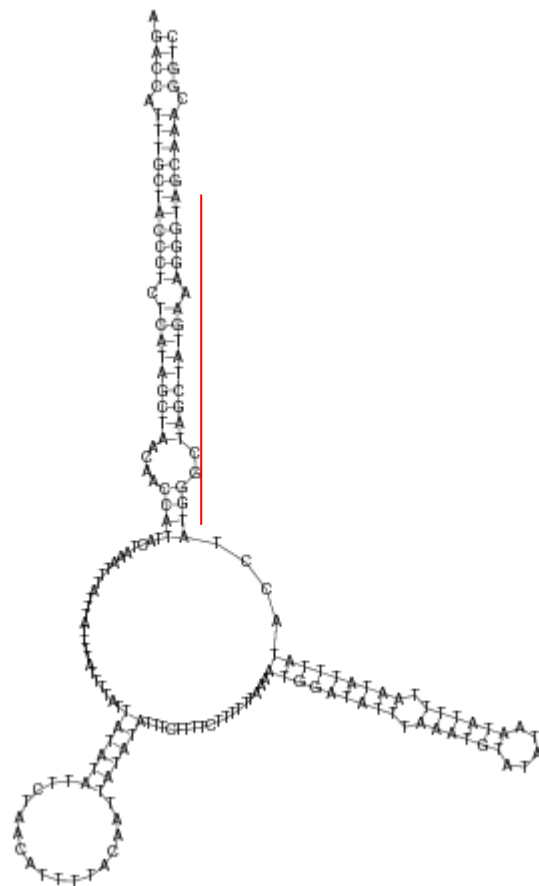

novel\_mir\_24

novel\_mir\_25

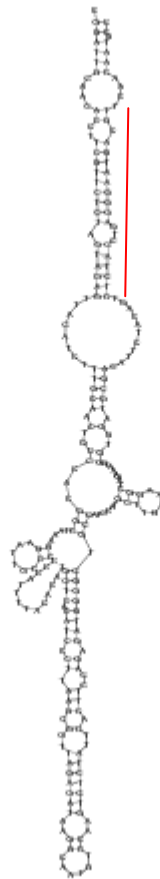

novel\_mir\_26

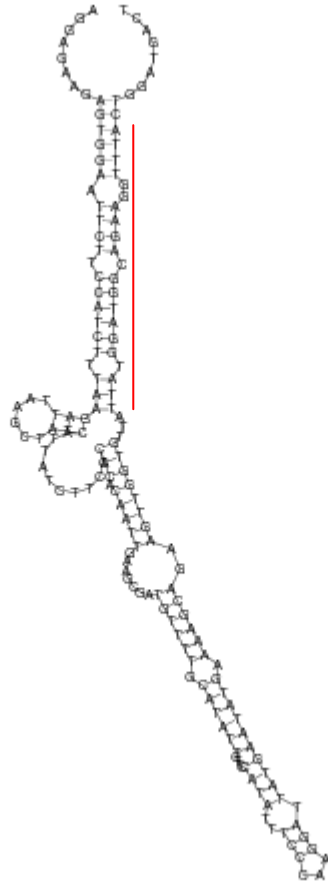

novel\_mir\_27

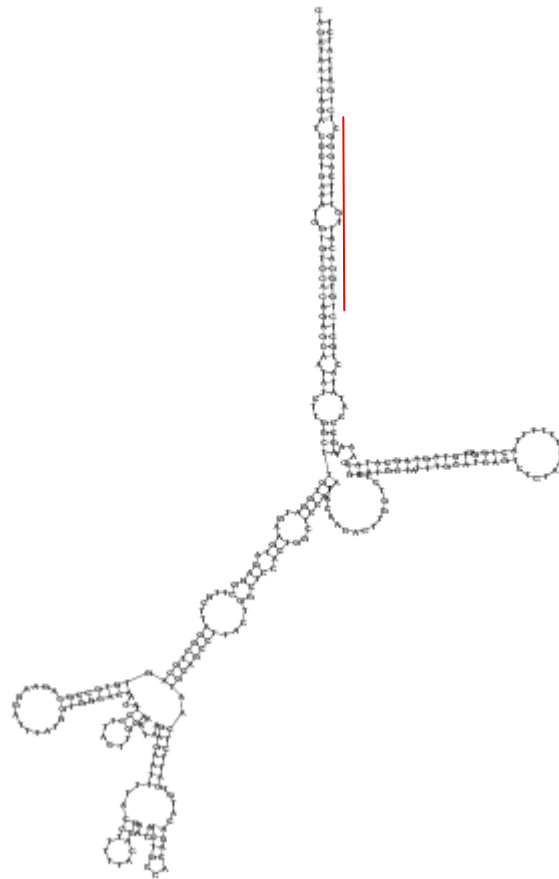

novel\_mir\_28

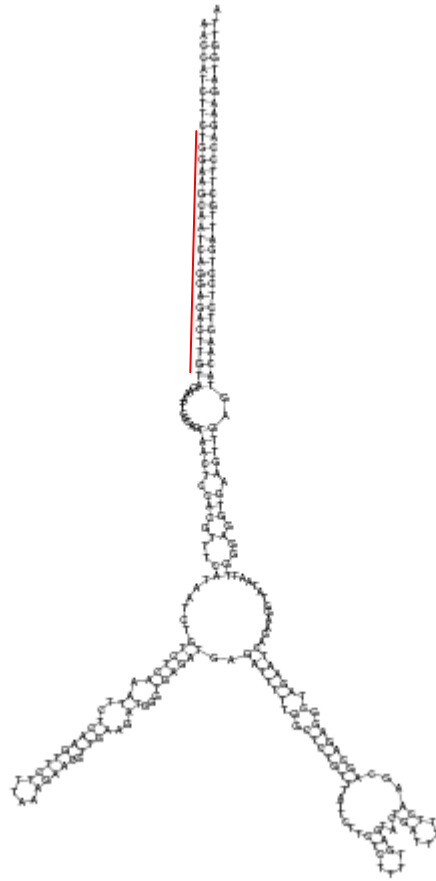

novel\_mir\_29

novel\_mir\_30

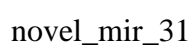

novel\_mir\_31

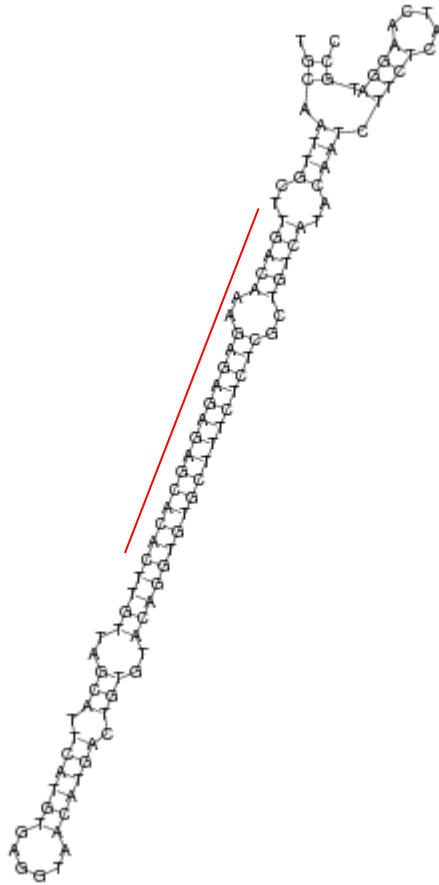

novel\_mir\_32

novel\_mir\_33

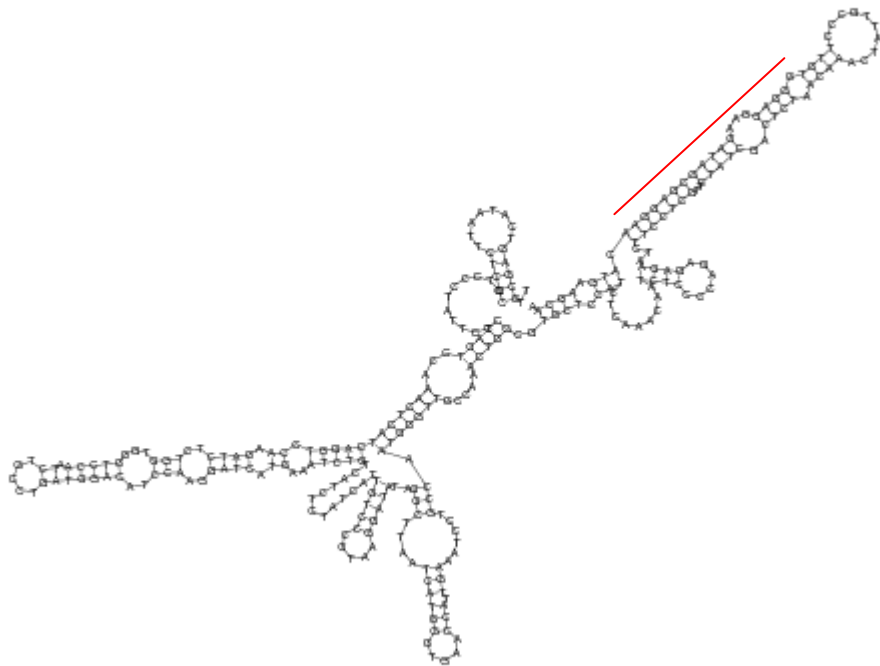

novel\_mir\_34

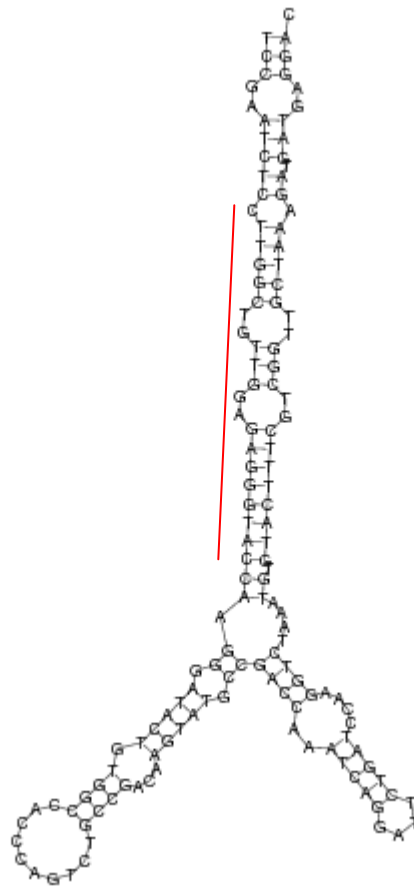

novel\_mir\_35

novel\_mir\_36

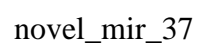

novel\_mir\_37

novel\_mir\_38

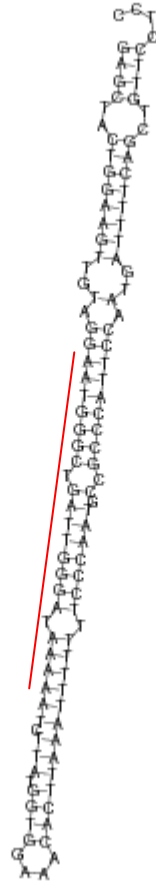

novel\_mir\_39

novel\_mir\_40

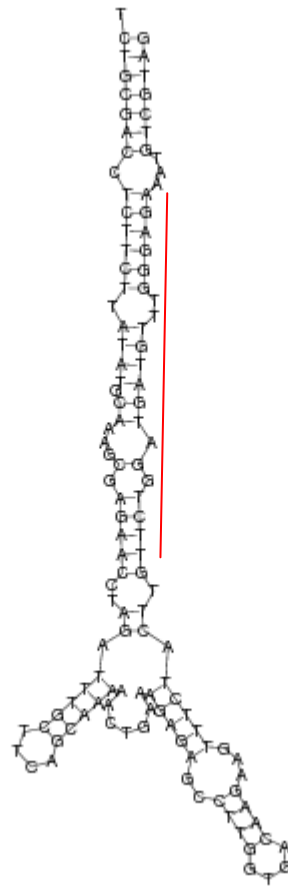

novel\_mir\_41

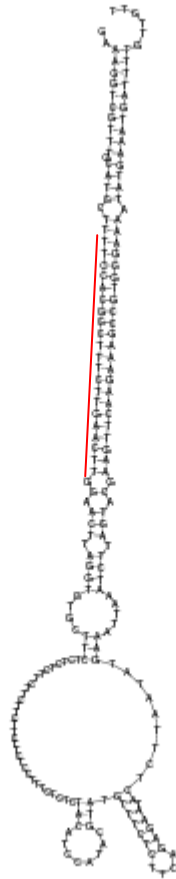

novel\_mir\_42

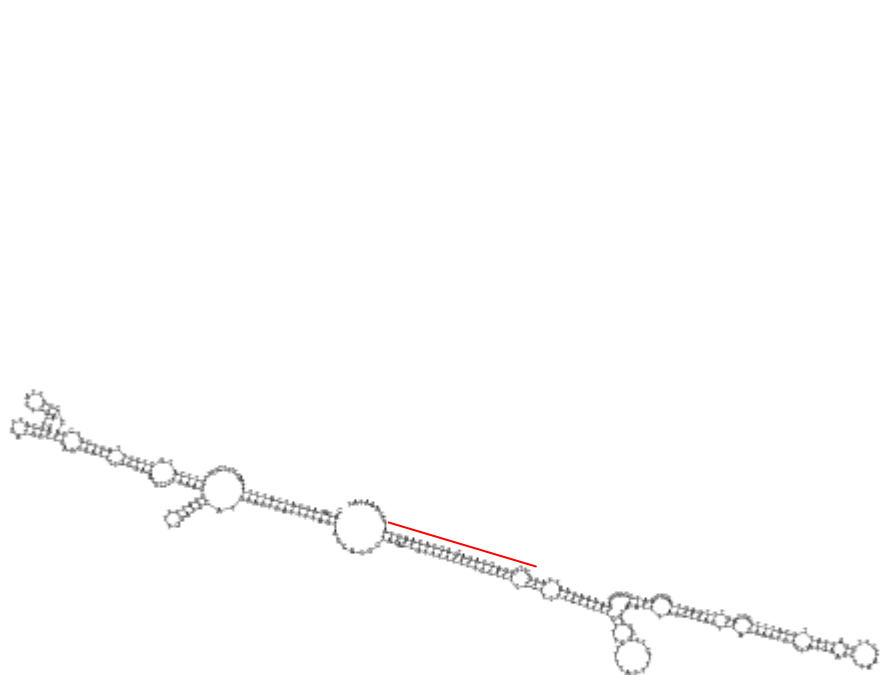

novel\_mir\_43

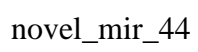

novel\_mir\_44

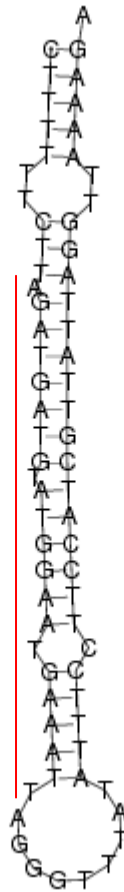

novel\_mir\_45

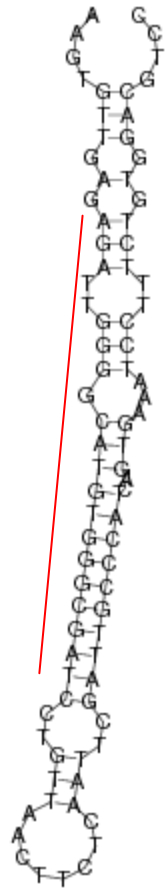

novel\_mir\_46

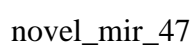

novel\_mir\_47

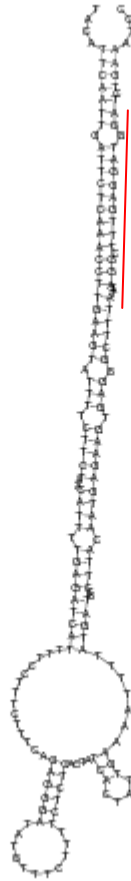

novel\_mir\_48

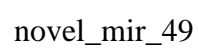

novel\_mir\_49

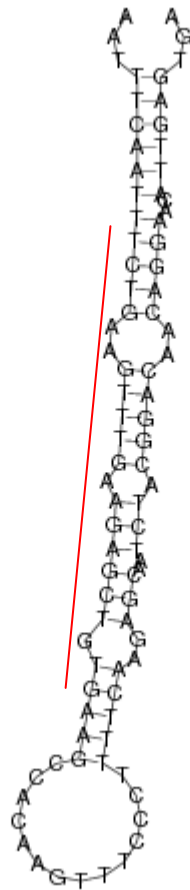

novel\_mir\_50

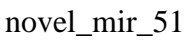

novel\_mir\_51

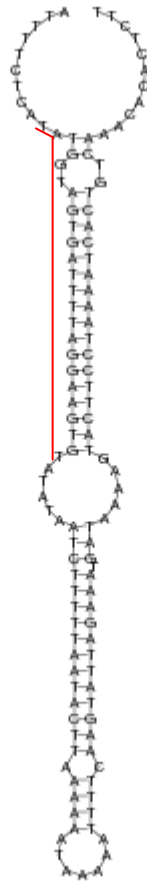

novel\_mir\_52

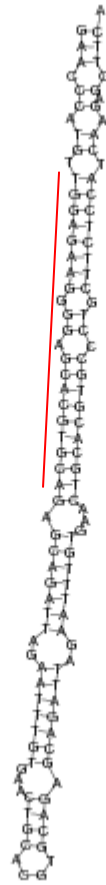

novel\_mir\_53

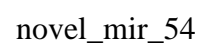

novel\_mir\_54

novel\_mir\_55

novel\_mir\_56

novel\_mir\_57

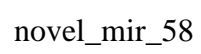

novel\_mir\_58

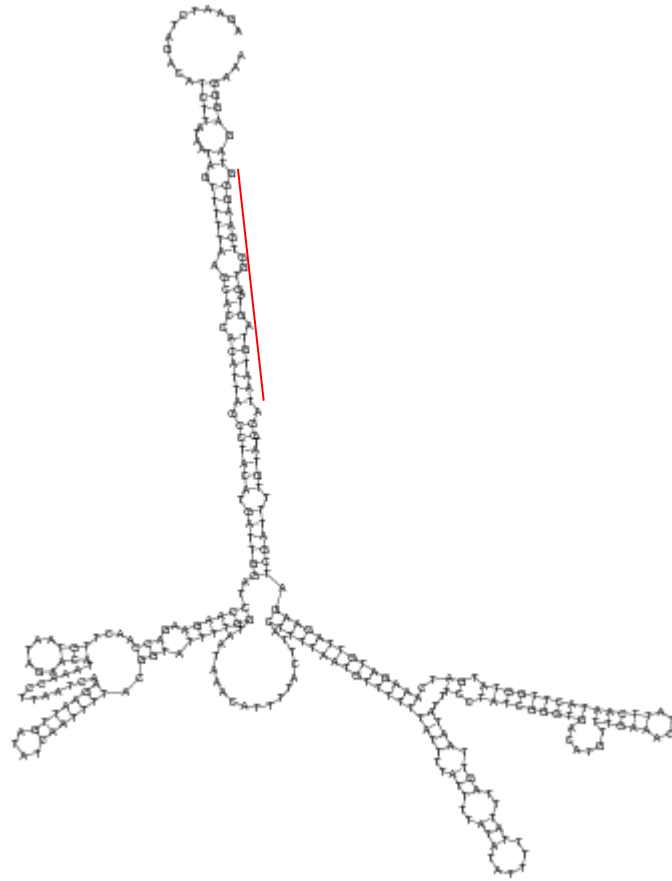

novel\_mir\_59

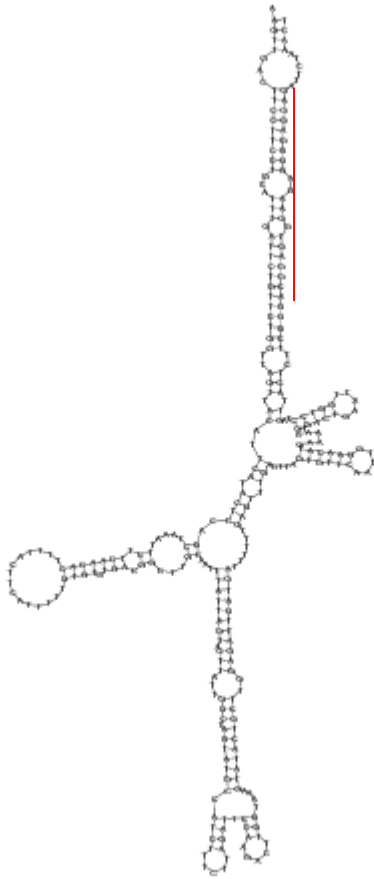

novel\_mir\_60

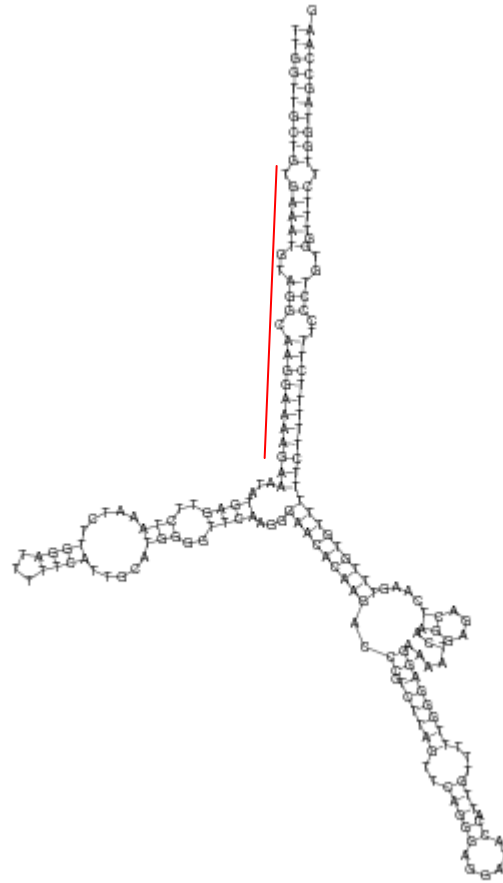

novel\_mir\_61

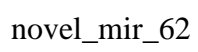

novel\_mir\_62

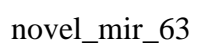

novel\_mir\_63

novel\_mir\_64

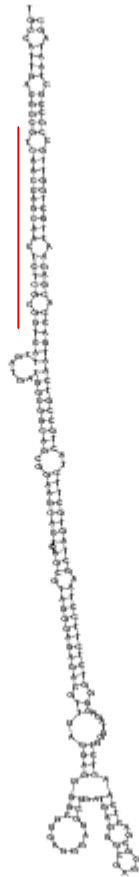

novel\_mir\_65

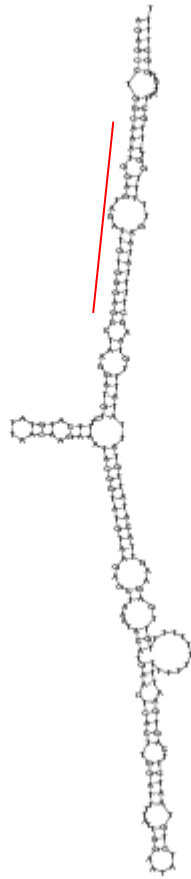

novel\_mir\_66

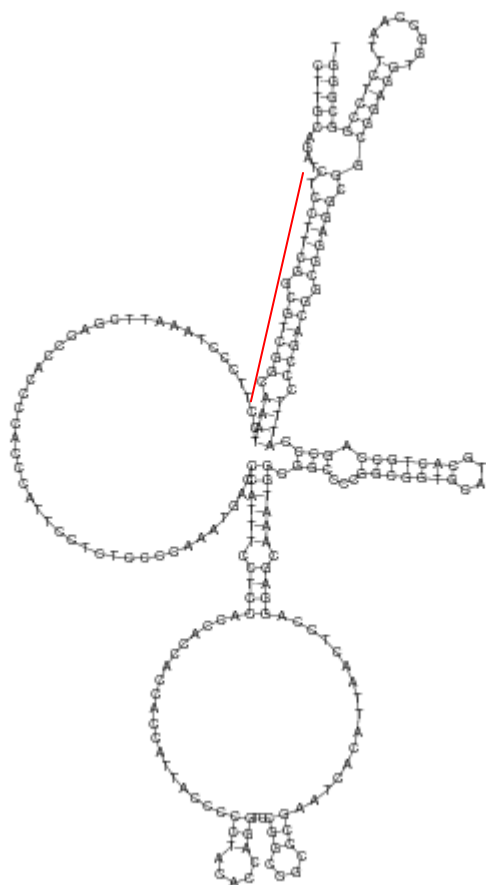

novel\_mir\_67

# Supplementary material for: Identification of cold-inducible microRNAs in grapevine
**Source:** Front Plant Sci. 2015 Aug 4;6:595. doi: 10.3389/fpls.2015.00595
**Supplement:** Table S1 — Raw reads generated by small RNA sequencing.

**Table S1 Raw reads generated by small RNA sequencing.**

| **Type** | **NCT^a^** | | **CT^b^** | |
| --- | --- | --- | --- | --- |
|  | **Count** | **Percent (%)** | **Count** | **Percent (%)** |
| Raw reads | 21749505 | 100% | 26320458 | 100% |
| 3'adapter null | 12472 | 0.06% | 19094 | 0.07% |
| Insert null | 6731 | 0.03% | 5936 | 0.02% |
| 5'adapter contaminants | 155155 | 0.71% | 362096 | 1.38% |
| Smaller than 18nt | 218975 | 1.01% | 16120 | 0.06% |
| polyA | 772 | 0.00% | 1397 | 0.01% |
| Clean reads | 21355400 | 98.19% | 25915815 | 98.46% |

^a^ NCT means small RNA library generated from non-cold-treated sample.

^b^ CT means small RNA library generated from cold-treated sample.

# Supplementary material for: Identification of cold-inducible microRNAs in grapevine
**Source:** Front Plant Sci. 2015 Aug 4;6:595. doi: 10.3389/fpls.2015.00595
**Supplement:** Table S2 — Mapping statistic of the non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4°C libraries.

**Table S2 Mapping statistic of the non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4 ^o^C libraries.**

| **Category** | **NCT Library** | **CT Library** |
| --- | --- | --- |
| **Total sRNAs** | 21355400 | 25915815 |
| **Mapping to genome** | 15460249 | 18443742 |
| **Percent (%)** | 72.40% | 71.17% |
| **Unique sRNAs** | 2633523 | 4459318 |
| **Mapping to genome (%)** | 1565788 | 2565772 |
| **Percent (%)** | 59.46% | 57.54% |

# Supplementary material for: Identification of cold-inducible microRNAs in grapevine
**Source:** Front Plant Sci. 2015 Aug 4;6:595. doi: 10.3389/fpls.2015.00595
**Supplement:** Table S3 — Distribution of different small RNAs categories in non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4° libraries.

**Table S3. Distribution of different small RNAs categories in non-cold-treated (NCT) condition and subjected to cold stress (CT) at 4 oC libraries.**

| **Category** | **NCT Library** | | | | **CT Library** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Unique sRNAs** | **Percent (%)** | **Total sRNAs** | **Percent (%)** | **Unique sRNAs** | **Percent (%)** | **Total sRNAs** | **Percent (%)** |
| **Total** | 2633523 | 100% | 21355400 | 100% | 4459318 | 100% | 25915815 | 100% |
| **exon_antisense** | 60936 | 2.31% | 254657 | 1.19% | 75949 | 1.70% | 294013 | 1.13% |
| **exon_sense** | 169379 | 6.43% | 764059 | 3.58% | 174139 | 3.91% | 782731 | 3.02% |
| **intron_antisense** | 48940 | 1.86% | 135816 | 0.64% | 85349 | 1.91% | 254492 | 0.98% |
| **intron_sense** | 75102 | 2.85% | 398166 | 1.86% | 118990 | 2.67% | 705396 | 2.72% |
| **miRNA** | 1431 | 0.05% | 6404541 | 29.99% | 1479 | 0.03% | 6148881 | 23.73% |
| **rRNA** | 119270 | 4.53% | 3212579 | 15.04% | 138718 | 3.11% | 2612687 | 10.08% |
| **repeat** | 496028 | 18.84% | 1520951 | 7.12% | 888058 | 19.91% | 3621485 | 13.97% |
| **snRNA** | 2385 | 0.09% | 8860 | 0.04% | 2868 | 0.06% | 8564 | 0.03% |
| **snoRNA** | 1948 | 0.07% | 13330 | 0.06% | 1919 | 0.04% | 8359 | 0.03% |
| **tRNA** | 16645 | 0.63% | 1184489 | 5.55% | 16271 | 0.36% | 626235 | 2.42% |
| **unannotated** | 1641459 | 62.33% | 7457952 | 34.92% | 2955578 | 66.28% | 10852972 | 41.88% |

How the deposited data were processed for this re-analysis (not part of the article)

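The data are read counts of predicted miRNAs in 1 NCT library (plantlets without cold) and 1 CT library (4°C for 4 h), each from 3 pooled plantlets. The authors trimmed adaptors, kept reads of small RNA length, mapped them to the PN40024 genome (12X) with SOAP2, set aside reads of other non-coding RNAs and of known miRNA precursors, and predicted further miRNAs with Mireap. The authors deposited raw counts of reads per mature sequence, without normalization, together with the numbers of the precursors. These precursor numbers differ between the libraries, and the 80 entries with 1 precursor in each library run in the same order in both. All columns of per-library values were assigned to a library by name.

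The table holds 299 entries and 92912 (NCT) and 97572 (CT) reads. Since it holds only part of each library, TPM was computed with the clean reads of Table S1 (21355400 and 25915815). A count of 0 was set to 0.01 TPM for log2 ratios, and folds against a count of 0 are given as bounds against 3 reads. Table S6, read from the paper's supplementary files, gave the article's names, the precursor sequences, their places on the 12X genome and their annotation, joined by the whole mature sequence. Novel_mir_24, which the copy of Table S6 lacks, was joined by its TPM in Table S7, which 1 entry matched. Where an entry has several precursors with different counts, which among the named miRNAs holds only for novel_mir_29, its reads were also compared precursor by precursor, in the order of the precursor numbers. The copies used here hold 65 of the 67 predicted miRNAs of Table S6 and 162 of the 163 known miRNAs of Table S4, so no overlap or enrichment test was made on them. No coordinate of another genome build was used.

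Each entry's reads were compared between the libraries with a two-sided Fisher's exact test, and called at a log2 ratio over 1 in size and p at or under 0.001, among entries over 10 TPM in at least one library. The paper's p-value follows another published formula for the same pair of counts. With 1 library per condition, no dispersion could be estimated, edgeR's quasi-likelihood test was not run, and no p-value across entries is given. Wilson intervals are at 95%. The test was checked on simulated Poisson counts for the 299 entries, with 200 of them changed 4-fold or 8-fold. All 28 changed entries over 10 TPM were called in the right direction, and none of the 99 unchanged entries was called. Without the TPM limit, 102 of the 200 were called. The simulation held counting error only, without variation between libraries of a condition. It therefore does not measure false calls between single libraries, or calls near the log2 limit of 1.

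Precursors were folded with RNAfold of ViennaRNA 2.7.2 at 37°C. Mature sequences were compared with the known miRNAs of Table S4 by ungapped alignment over at least 18 nt with at most 2 mismatches, and with each other by their longest shared run. Precursors were taken to overlap when they share at least 1 nt on the same strand, which could be asked only of the miRNAs in Table S6. Sums of both arms were taken from Table S6 as well. The miRNAs named in the text were chosen by a rule set before the data were examined: those the paper's text names, those past the limits, the 3 with the highest count in each library, the precursors with the highest and lowest energy, library-specific ones overlapping one of the other library, and those within 2 mismatches of a known miRNA. It gave 19 names. Novel_mir_17, novel_mir_19, novel_mir_50 and novel_mir_58 fall outside the rule and were named after their values were seen. Novel_mir_1 and novel_mir_10 are named only for how the paper's tables list them.

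The alternatives were other library totals (reads mapped to the genome, raw reads, median-of-ratios factors and edgeR's TMM factors), sums of arms, a floor of 3 reads, overlapping precursors summed as 1 locus, other TPM limits, Benjamini-Hochberg adjustment, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, a log2 limit of 1.5, and other folding parameters and match limits. The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with edgeR 4.0.16. For known miRNAs, the paper's counts of Table S4 were used for medians, comparisons by length and sequence matches, and their reads were not analysed here. Real-time RT-PCR, cleavage sites and target genes were not analysed here either.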

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

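The test in this part was chosen before its result was seen.

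The paper set aside sequences with fewer than 50 reads in both libraries. Outside the copy of Table S6, 232 such entries were listed with 5 or more reads in at least one library, above the floor of 3 reads. Together the entries under 50 reads held 2132 reads in the NCT and 1756 reads in the CT library. No explanation of their presence was tested.

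Of the entries under 50 reads, 72 passed the paper's limits on fold and p when the TPM limit was left out. They were 49 listed in the NCT library only, 21 listed in the CT library only and 2 listed in both. Of the 72, 97.2% were listed in one library only. This share decides nothing, because a count of 0 set to 0.01 TPM passes the fold limit for any listed entry. Prediction of an entry in one library only and a difference in its level with the cold treatment therefore cannot be told apart here, and each condition has 1 library.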

How the results depend on the processing

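The alternatives were set before the data were examined, except the medians of entries with 50 or more reads and the placement of reads by precursor number, which were chosen after the data were seen. No paired analysis was possible because each condition has 1 library. The use of free energies from the deposited table was not run.

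Scaling moved the balance of the calls most. With the clean reads, 5 miRNAs were higher and 7 lower in CT (41.7% higher), and with median-of-ratios or edgeR TMM factors 7 were higher and 4 lower (63.6% higher), of which 9 were also called with the clean reads. These scalings place the median of the 103 entries listed in both libraries at 0 and 0.00 on the log2 scale, against -0.41 with the clean reads. They turned novel_mir_5 from -0.40 to 0.012 and 0.015, respectively, and novel_mir_12 from -0.06 to 0.35 and 0.36. Under each, 4 other named miRNAs changed their call, novel_mir_25 passing the limits and novel_mir_13, novel_mir_30 and novel_mir_24 no longer passing them. Novel_mir_30 also fell short with reads mapped to the genome, with raw reads and with the arms summed. For miRNAs with a count of 0 in one library, no scaling can change the direction, so these alternatives do not test it.

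With overlapping precursors summed as 1 locus, 3 miRNAs were higher and 5 lower. Novel_mir_29 turned from -1.68 to 0.18 and novel_mir_42 from a bound of at least 796-fold higher to -0.53, and novel_mir_4 and novel_mir_44 no longer passed the limit. The sum itself makes this change, since it joins the reads of each pair. For novel_mir_29 and novel_mir_44 it also joins reads of different precursors. That sum is uneven, taking the 130 CT reads of the second precursor of novel_mir_29 without the 196 NCT reads listed there. The turn of novel_mir_29 to 0.18 therefore decides nothing about its direction. With the reads placed by precursor number, novel_mir_29 stayed lower, at -0.87, and the precursor of novel_mir_44 stood at -0.28, against at least 93.9-fold higher for novel_mir_44 as listed and 0.18 for the sum. Since -0.28 lies above the median of the entries listed in both libraries, its sign depends on the scaling.

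Without the TPM limit, 32 were higher and 69 lower, and with more than 10 TPM required in both libraries, 1 was higher and 2 were lower, because that limit removes the 8 called entries with a count of 0 and novel_mir_29, with 5.02 TPM in CT. With edgeR's exact test at an assumed coefficient of variation of 0.4, 4 were higher and 4 lower. All of these had a count of 0 in one library. None of the called miRNAs listed in both libraries still passed, novel_mir_65 included. The assumed variation itself makes this change, and no value for it can be estimated from 1 library per condition. The calls were the same 12 with a floor of 3 reads and with Benjamini-Hochberg adjustment.

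At 50 or more reads, 11 miRNAs were listed in the NCT library only and 7 in the CT library only, against 107 and 89 of all entries, since fewer entries are counted. When mature sequences sharing 16 nt or more were counted in place of overlapping precursors, 10 library-specific entries had a partner in the other library, against 2. The median known miRNA lay 288 reads above the median predicted one in the NCT library, 142 reads above when identical known sequences were counted once, and 696 reads above for conserved families alone. The direction was the same in each case.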

Differences from the paper's values

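The highest free energy of the refolded precursors was -16.9 kcal/mol against the paper's -18.54 kcal/mol, and the lowest was -129.6 kcal/mol against the paper's -135.24 kcal/mol. None of the alternatives set before the data were examined closed either gap. The older Turner parameters gave -18.33 and -136.74 kcal/mol. The first is also the highest energy in the paper's own Table S6, given there for novel_mir_17, while the -18.54 kcal/mol of the text is given there for novel_mir_50. Folding at 26°C gave -22.34 and -157.48 kcal/mol.

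The log2 fold change of novel_mir_27 was -12.89 against the paper's -13.89 in Table 3. None of the alternatives set before the data were examined closed the gap, the nearest being -13.36 with reads mapped to the genome. The gap does not come from the processing, since Table 3 itself gives 76.09 and 0.01 TPM, the values that gave -12.89 here. In the paper's Table S7, all 27 of the fold changes of predicted miRNAs set beside the deposited counts, novel_mir_27 included, were equal to the computed ones within 0.005.

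The paper states that the selected miRNAs other than 3 known ones changed in the same direction at 4 h by sequencing and by real-time RT-PCR, while its grouping by RT-PCR describes novel_mir_42 as falling early and novel_mir_44 as rising first and falling later, and calls both groups downregulated. In the deposited counts, novel_mir_42 was at least 796-fold and novel_mir_44 at least 93.9-fold higher in CT, against a floor of 3 reads. With overlapping precursors summed, their log2 (CT/NCT) was -0.53, near the median of -0.41 of the entries listed in both libraries, and 0.18. The latter sum leaves out the NCT reads of the second precursor of novel_mir_29. With reads placed by precursor number, chosen after the values were seen, the log2 ratio was -0.28 at the precursor of novel_mir_44.

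The sequence that the paper's Table 2 lists as novel_mir_10 carries the name novel_mir_1 in Tables S6 and S7. Table S6 lists no CT reads for novel_mir_29, while the deposited counts hold 130. It also lists none for the sequence it names novel_mir_10, for which the deposited counts hold 8.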

Other observations

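All tests of an explanation in this part were chosen only after the result was seen. The sum of overlapping precursors, the shared run of 16 nt and the limits for known matches were set before the data were examined.

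No count from 1 to 4 was listed in either library. Poisson counts at the other library's share would have given 34.2 such counts. This is what a minimum of 5 reads for an entry in a library would give, and such a minimum may stand behind part of the entries listed in one library only. It cannot make the counts of the most abundant of these, such as novel_mir_6 with 4288 reads.

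Novel_mir_4 and novel_mir_42, listed in opposite libraries, lie on one stretch of chromosome 1, and their summed log2 (CT/NCT) was -0.53. Novel_mir_29 and novel_mir_44 lie on one stretch of chromosome 7. The NCT reads of novel_mir_29 at that precursor and the CT reads of novel_mir_44, placed by precursor number, gave -0.28. A candidate explanation is that 1 locus was listed under a different mature sequence in each library. These values are what the explanation needs for both pairs, but not every such pair gave them. Of the 5 pairs of opposite libraries sharing 16 nt or more, 4 had a summed log2 ratio within 1, and novel_mir_58, with 78 reads in NCT, and its partner, with 31 reads in CT, summed to -1.61. The reads behind each entry were not analysed here, and a change of the dominant mature sequence with cold stays open and untested. For novel_mir_29 a second candidate explanation is that its count comes from a different precursor in each library, since the log2 ratio at the precursor both libraries list was -0.87. The precursor numbers of the 80 entries with 1 precursor in each library ran in the same order, with 0 steps out of order.

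The same explanation is argued against for novel_mir_6, novel_mir_27, novel_mir_39 and novel_mir_45. Of these 4, 0 had an entry of the other library with 16 nt or more inside the precursor (1 locus listed under a different mature sequence in each library). A difference in level and a prediction made in one library only stay open for them.

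Among the entries listed in both libraries, the median log2 (CT/NCT) was -0.47 for 85 entries of 21 nt, -0.29 for 10 of 22 nt and 0.46 for 6 of 23 nt. The median of the 6 stood at the 98.3 percentile of 10000 random lists of the same size matched on expression. In the paper's counts of known miRNAs, taken once per sequence at 20 or more reads in both libraries (a minimum chosen after the data were seen), the median was -0.57 for 45 sequences of 21 nt and 1.32 for 6 of 24 nt, a difference of 1.90. This is consistent with a difference in small RNA length between the libraries as a whole, and the paper reports a larger share of 24 nt reads in CT. Reads under 18 nt, which were removed in cleaning, made up 1.01% of the raw reads in the NCT and 0.061% in the CT library. That difference goes the same way. Whether size selection of the libraries or the cold treatment gave the difference in length cannot be told apart with 1 library per condition. The copy of Table S4 holds 162 of 163 rows, and no test was made on it.

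Such a difference in length is argued against as the source of the rise of novel_mir_65, which is 21 nt long and stood at 2.19 after subtraction of the 21 nt median. For novel_mir_29, also 21 nt long, it stays open. Its listed counts gave -1.20 after the subtraction, but the precursor both libraries list gave -0.40, within the limit of 1. Novel_mir_13 and novel_mir_30 stood at -0.66 and -0.53, also within it.

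In the known sequences of Table S4, 5 named miRNAs had a match with at most 2 mismatches over at least 18 nt. Novel_mir_30 matched vvi-miR166a over 20 nt with 0 mismatches, shifted by 1 nt. Novel_mir_4 matched vvi-miR396a over 20 nt, and novel_mir_42 matched vvi-miR396b over 21 nt, each except at A7G. Novel_mir_31 and novel_mir_32 matched vvi-miR535a except at A6G, and at C7A and G20A, respectively. Positions are counted from the 5′ end of the known miRNA, with its base first. The paper states that its search of the NCBI databases found no homolog in other plant species, and no other species was analysed here. However, the paper counts miR166 and miR396 among the conserved families, and its methods class sequences with up to 2 mismatches as known. The matches of novel_mir_30, novel_mir_4 and novel_mir_42 therefore argue against the statement for these miRNAs.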
